# BAF53A drives colorectal cancer development by regulating DUSP5-mediated ERK phosphorylation

**DOI:** 10.1038/s41419-022-05499-w

**Published:** 2022-12-16

**Authors:** Ziqing Yang, Dandan Huang, Manqi Meng, Wencong Wang, Junyan Feng, Lekun Fang, Honglei Chen, Shaomin Zou

**Keywords:** Cell signalling, Colorectal cancer

## Abstract

BAF53A, an important subunit of the SWI/SNF epigenetic chromatin regulatory complex, has been implicated as the driver of diverse cancers. However, the role of BAF53A in colorectal cancer (CRC) remains poorly understood. Here, we examined the expression of BAF53A in CRC samples and observed that BAF53A was significantly upregulated in CRC tissues compared with paired adjacent normal tissues. In vitro and in vivo studies suggested that ectopic expression of BAF53A promoted colorectal cancer cell proliferation, colony formation, and tumorigenesis, whereas knockdown of BAF53A hindered these cellular functions. DUSP5 (dual-specificity phosphatase 5), an ERK1/2-specific endogenous phosphatase, was expressed at low levels in CRC. We found a negative correlation between BAF53A and DUSP5 expression in a set of CRC samples. Mechanistic studies revealed that P63 was a potential transcription repressor of DUSP5. BAF53A could interact with P63, decreasing the DUSP5 expression level and subsequently promoting ERK1/2 phosphorylation. Thus, our study provides insights into the applicability of the BAF53A-DUSP5-ERK1/2 axis as a potential therapeutic target in CRC.

## Introduction

Colorectal cancer (CRC) is the third and second most common cancer diagnosis and cause of cancer death globally [1, 2]. Surgery remains the most effective treatment for early CRC [3]. Chemotherapy, immunotherapy, and molecular-targeted therapy also play important roles in the prognosis [4]. However, the survival rate is still low because the majority of CRC patients are diagnosed at advanced stages. Hence, it is urgent to uncover the molecular mechanisms involved in CRC progression, which may provide more biomarkers and therapeutic targets.

BAF53A, a member of the ATP-dependent switching (SWI)/sucrose fermentation (SNF) complex, has been implicated as an oncogenic driver, including CRC, hepatocellular carcinoma, glioma, and squamous cell carcinoma [5–9]. Previous studies have shown that BAF53A is involved in diverse cellular processes, including transcriptional regulation and chromatin remodeling [5]. BAF53A could interact with P63, cooperatively controlling a transcriptional program that promotes squamous cell carcinoma cell proliferation and suppresses differentiation [5]. Additionally, it has been shown that BAF53A physically binds to YAP/TAZ and disrupts the interaction between YAP and β-Trcp, which promotes YAP protein degradation in glioma [7]. However, the functional roles of BAF53A in CRC remain to be explored.

Mitogen-activated protein kinase (MAPK), one of the major oncogenic intracellular signaling pathways in CRC, plays a key role in tumor cell proliferation, invasion, and metastasis [10]. The well-known members of the MAPK family include ERK, JNK, and p38 [11]. Abnormalities in MAPKs cause multiple diseases [12]. Of note, the largest group of proteins that specifically regulate MAPK activity in mammalian cells is the dual-specificity phosphatase (DUSP) family [13]. All DUSPs contain a common phosphatase domain, dephosphorylating both threonine/serine and tyrosine residues of their substrates [11]. Different members of the DUSP family display distinct substrate specificities for diverse MAPKs and subcellular localization [14]. DUSP5 is an ERK-specific endogenous phosphatase that localizes to the nucleus [15]. Under endoplasmic reticulum stress, DUSP5 upregulation leads to hepatocyte death [16]. Depletion of DUSP5 results in paclitaxel resistance and poor prognosis in breast cancer [17]. ARAP1-AS1 promotes cervical cancer progression by negatively modulating DUSP5 [18]. Additionally, DUSP5 also acts as a key target of linc01503 in gastric cancer [19]. Therefore, unveiling the precise mechanisms that govern DUSP5 expression is expected to lead to the exploration of alternative strategies for cancer treatment.

Here, we characterize that BAF53A promotes CRC progression. DUSP5, the phosphatase of ERK pathways, is observably upregulated after BAF53A depletion. Moreover, BAF53A activates P63-mediated DUSP5 promoter activity by interacting with P63, resulting in ERK1/2 phosphorylation. We also reveal the clinical correlation between BAF53A and DUSP5, which provides a therapeutic rationale for targeting the BAF53A-DUSP5 axis in CRC.

## Results

### BAF53A expression is upregulated in colorectal cancer and promotes CRC cell proliferation

To explore the roles of BAF53A in CRC, we examined GEPIA and The Cancer Genome Atlas (TCGA) and found that the BAF53A expression level was higher in CRC tissues than in normal tissues (Fig. 1A, B). In addition, analysis of the expression of BAF53A in 17 pairs of matched fresh frozen primary CRC tissues and adjacent normal mucosa revealed that CRC exhibited high BAF53A levels (Fig. 1C). Previous study revealed that BAF53A promoted invasion, metastasis, and epithelial–mesenchymal transition of colon cancer [8]. To further investigate the biological role of BAF53A in CRC, we knocked down BAF53A in the CRC cell lines DLD1, SW480, and HCT116 using shRNAs. Incucyte assays showed that knockdown of BAF53A significantly slowed the growth of CRC cells (Fig. 1D). Consistent with this finding, depletion of BAF53A in CRC cells also caused significant inhibition of colony formation (Fig. 1E). Conversely, BAF53A overexpression significantly promoted HCT-8 cell growth (Fig. 1F). Enhanced cell proliferation by BAF53A upregulation was also observed in colony formation assays (Fig. 1G). Collectively, BAF53A is highly expressed in CRC, and its positive impacts on cell proliferation contribute to its oncogenic role.

**Fig. 1:**
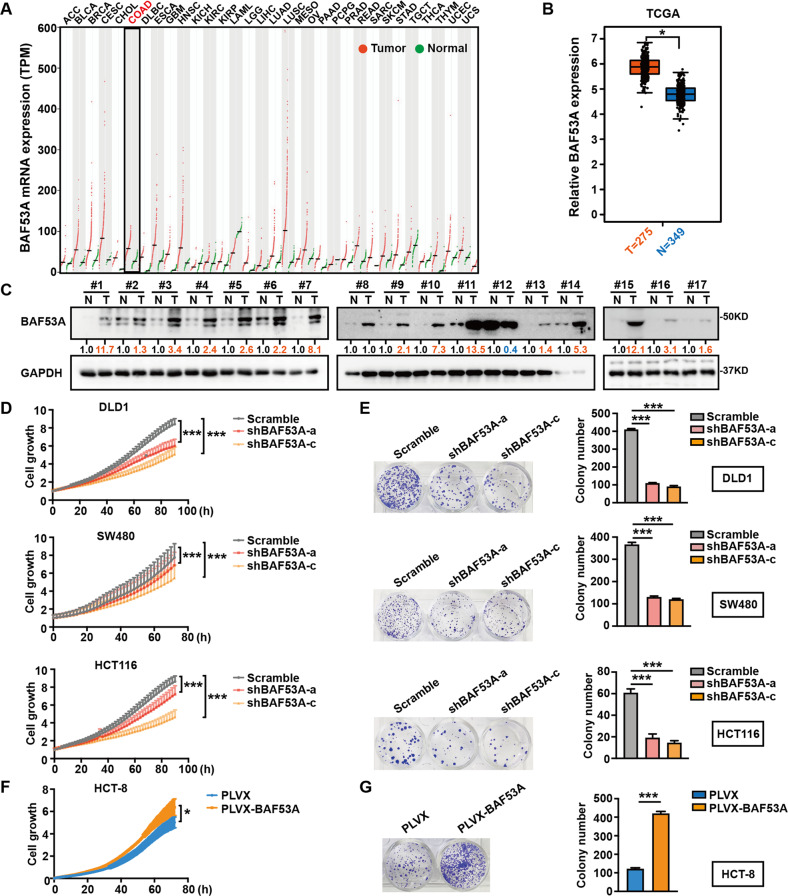
BAF53A is overexpressed in CRC and required for the proliferation of CRC cells. **A** BAF53A expression across various non-tumorous and tumorous tissues (unit, transcript per million TPM). Each dot represents information from one patient. COAD: colon adenocarcinoma. **B** Relative expression of BAF53A in normal (N) and CRC tissue samples (T) from the TCGA, *P < 0.05. **C** BAF53A expression in 17 paired samples of CRC tumors (T) and corresponding adjacent normal tissues (N). **D**, **E** BAF53A knockdown inhibited the proliferation of CRC cells. Incucyte and colony formation assays were performed to examine the effect of BAF53A knockdown on cell viability, ***P < 0.001. **F**, **G** Overexpression of BAF53A promoted the proliferation of HCT-8 cells. Incucyte and colony formation assay were performed to examine the effect of BAF53A overexpression on cell viability, *P < 0.05, ***P < 0.001.

### BAF53A drives CRC cell growth by attenuating DUSP5

To elucidate the molecular mechanisms of BAF53A in promoting CRC cell growth, we performed RNA sequencing and figured out that MAPK signaling is one of the top ten KEGG pathways manipulated by BAF53A (Fig. 2A). 

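RNA of DLD1 cells, a human colorectal cancer line, was measured on Affymetrix arrays, with 2 arrays of cells given scramble shRNA and 2 of cells given shBAF53A. The paper's text calls this experiment RNA sequencing and its data availability statement an RNA array. The deposited values are array signals, 1 per probe set. The paper and the labels both give 2 lentiviral infections, the paper for 48 h and the labels for 24 h and 48 h followed by several days of puromycin. The labels number the knockdown samples 1 and 2 and name hairpins by the same numbers, so each knockdown array is treated here as a replicate whose hairpin is known only from its number. Neither the paper nor the labels state that arrays of one group came from separate cultures, and the p-values given measure only the spread between these samples. The authors computed MAS5 signals, scaled each array to a trimmed mean of 500 and deposited the values in log2. The median log2 signal was 6.20 and 5.67 on scramble replicates 1 and 2, and 5.49 and 6.12 on shBAF53A replicates 1 and 2. From these values, probe sets with a mean at or below the median of all probe sets (log2 signal 5.71) were left out and the brightest probe set of each gene was kept, which left 11806 genes. Groups were compared with limma, with Benjamini-Hochberg adjustment over these genes. The signal of the ACTB control probe sets was higher at the 3' than at the 5' end by 1.03 and 2.31 on the log2 scale on scramble replicates 1 and 2, and by 4.63 and 0.66 on shBAF53A replicates 1 and 2. The number of arrays limits the precision of every value. The ACTB difference was largest on shBAF53A replicate 1, so unequal 3' bias of the RNA or its labelling may also affect the values below.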

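ACTL6A, which encodes BAF53A, had a log2 signal of 12.03 ± 0.47 (SD, n = 2) with scramble shRNA and 10.23 ± 0.52 (SD, n = 2) with shBAF53A, and both shBAF53A arrays lay below both scramble arrays. This is a ratio of 0.287 (log2 fold change -1.80, standard error 0.32, adjusted p = 0.785 from limma). DUSP5, the phosphatase that inactivates ERK1 and ERK2, had a signal of 11.05 ± 0.14 (SD, n = 2) with scramble shRNA and 11.75 ± 0.05 (SD, n = 2) with shBAF53A. Its ratio was 1.62 (log2 fold change 0.70, standard error 0.18, adjusted p = 0.884 from limma), with both shBAF53A arrays above both scramble arrays. Among the 11 measured genes of the DUSP family, which counteract MAP kinases, DUSP10 had a log2 fold change of 0.56, and the feedback phosphatases DUSP6 and DUSP4 had 0.30 (0.005 to 0.60 with 1 array left out) and 0.27. DUSP7 and DUSP8 had -0.34 and -0.36, DUSP8 turning to 0.28 with the mean of its probe sets. None of the 11 genes passed the test, over all genes or adjusted over the list alone. As a group they did not pass limma's camera test (adjusted p = 0.281, and 0.789 with an estimated correlation), although they did with the mean of each gene's probe sets (0.0196).
Of 260 genes of MAPK signaling, listed before the data were examined, 162 were measured. None passed the test, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 the list had 10 genes higher and 4 lower in shBAF53A. Those higher included MRAS, a RAS-family GTPase (log2 fold change 1.27), PRKCA, a protein kinase C (0.81), and MKNK2, a kinase acting on translation initiation (0.63). Those lower included RPS6KA4, a kinase activated by ERK and p38 (-1.48, and -2.21 to -0.75 with 1 array left out), and MAPK13, a p38 kinase (-0.78, and -1.09 to -0.48). The list had a mean log2 fold change of -0.03 and a median of 0.002. This median was 0.059 after quantile normalization and 0.107 with array median centring, with 0.005 and 0.079 for the median gene. The mean of the list lay 0.02 above that of the other genes (camera adjusted p = 0.545, and 0.789 with an estimated correlation). Without shBAF53A replicate 1 this shift turned to -0.02. In all, 0 of 11806 genes passed an adjusted p under 0.05 from limma, with 329 higher and 319 lower at an unadjusted p under 0.05. With array median centring limma's total degrees of freedom were 51.38, against 6.72 with the values as deposited, so the spread was pooled more over genes. The count of 0 depended on this processing: 8 genes then passed as higher and 1 as lower. It also changed when either shBAF53A array was left out. An exact permutation test of 2 arrays against 2 cannot go below p = 0.333.

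**Figure D1:**
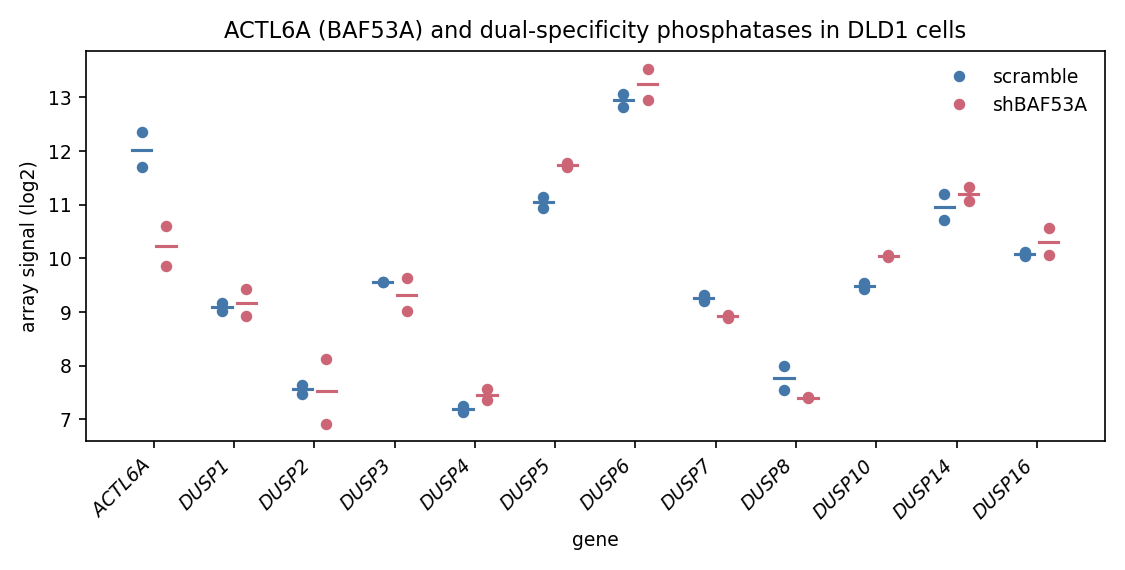
Log2 array signal of ACTL6A and of 11 DUSP genes in DLD1 cells with scramble shRNA or shBAF53A. Dots are the 2 arrays of each group and lines are their means. The ACTL6A means are 12.03 and 10.23, and the DUSP5 means 11.05 and 11.75.

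From its pathway analysis of this experiment, the paper states that MAPK signaling is among the leading pathways under the control of BAF53A (Fig. 2A), and it turns to DUSP5 as an inhibitory component of that pathway.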

Dual-specificity phosphatase 5 (DUSP5), an inhibitory component of the MAPK pathway, targets and dephosphorylates ERK1 and ERK2 [20]. TCGA analysis showed that DUSP5 expression was lower in tumor tissues than in matched normal tissues (Fig. 2B). Additionally, DUSP5 overexpression reduced DLD1 and HCT116 cell proliferation and colony formation (Fig. 2C, D). These findings indicate that DUSP5 acts as a tumor suppressor in CRC.

**Fig. 2:**
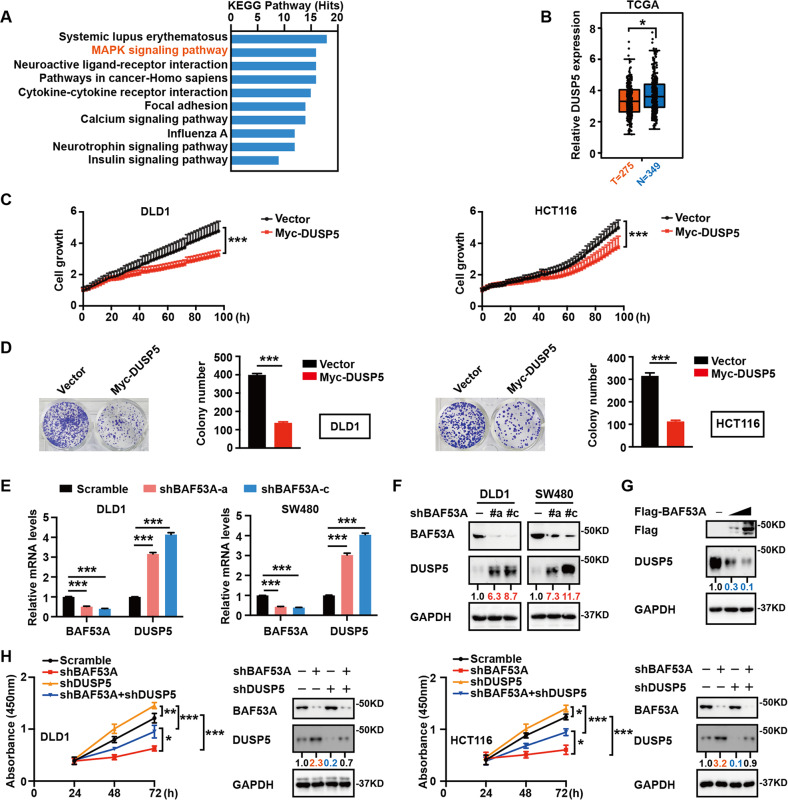
BAF53A drives CRC cell growth by attenuating DUSP5. **A** Top 10 enriched KEGG pathways of differentially expressed BAF53A target genes in CRC. **B** Relative expression of DUSP5 in normal and CRC tissue samples from the TCGA, *P < 0.05. **C**, **D** Incucyte and colony formation assays showed inhibited viability after DUSP5 was overexpressed in DLD1 and HCT116 cells compared to control, ***P < 0.001. **E**, **F** DUSP5 mRNA and protein levels were analyzed after BAF53A depletion. The data are presented as the means ± SD, ***P < 0.001. **G** Overexpression of BAF53A decreased the steady-state protein levels of DUSP5. **H** CCK8 assays showed that knockdown of BAF53A could suppress CRC cell proliferation, while depletion of DUSP5 could rescue it. *P < 0.05, **P < 0.01, ***P < 0.001. Western blot showed the knockdown efficiency of the shRNAs.

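Of the pathways in Fig. 2A, the histone genes, which make up much of the systemic lupus erythematosus set, stood apart in shBAF53A-treated DLD1 cells. Of 62 replication-dependent histone genes listed, 19 were measured and 15 had a positive log2 fold change. H2AC6 (1.92, standard error 0.24), H2BC5 (1.76, standard error 0.24), H2BC9 (1.19) and H2BC6 (1.03), which encode core histones, were higher on both shBAF53A arrays than on both scramble arrays. Each of these genes was measured by a probe set whose name ends in _x_at or _s_at. None of the 19 genes passed the test over all genes, 6 passed adjusted over the list alone, and the median of the list was 0.77. As a group the histone genes were higher by 0.69 than the other genes (camera adjusted p = 3.9e-07). This call is lost with an estimated correlation (camera unadjusted p = 0.025, adjusted p = 0.789). That correlation was -0.041, below the preset 0.01, so the loss is not evidence that these genes vary together. The call is also lost without probe sets whose names end in _x_at or _s_at, which can match several genes (shift 0.34, adjusted p = 0.213). The 20 other measured genes of the lupus set included 0 at an unadjusted p under 0.05. Among these 20 were the histone genes H2AX (-0.32) and H2AZ2 (0.21), which were outside the list of 62.
The remaining pathways of Fig. 2A had 0 genes past an adjusted p under 0.05 from limma. In cytokine-cytokine receptor interaction, 9 of 82 genes were higher and 1 was lower at an unadjusted p under 0.05. Among them were the receptor genes IL6R (log2 fold change 1.52) and IL1RAP (1.74, and 0.98 with the mean of its probe sets) and the ligand gene BMP2 (0.95). The erythropoietin receptor gene EPOR had -1.03, with -0.33 for the mean of its probe sets and -1.46 to -0.61 with 1 array left out. The 166 genes of pathways in cancer had 13 higher and 3 lower at an unadjusted p under 0.05. VEGFA, an angiogenic factor, had 0.56 (0.32 with the mean of its probe sets) and the cell cycle regulator E2F2 -1.01. Insulin signaling had 5 higher and 4 lower among 88, including the insulin receptor substrates IRS2 (1.06) and IRS1 (0.76) and the phosphatase gene INPP5A (-1.11). Focal adhesion had 4 higher and 1 lower among 103, the integrin genes ITGB8 (1.37) and ITGA9 (-1.05) lying at opposite ends. ITGB8 passed adjusted over the list alone, and ITGA9 had -0.24 with the mean of its probe sets. Neurotrophin signaling (86 genes) had 4 higher and 2 lower, influenza A (81) 4 higher and 1 lower, calcium signaling (70) 1 higher and 1 lower, and neuroactive ligand-receptor interaction (37) 0. Camera adjusted p-values of the pathways other than the histone genes ranged from 0.252 for cytokine-cytokine receptor interaction to 0.811 for neuroactive ligand-receptor interaction. The lists were written from general knowledge before the data were examined and are not the KEGG sets used in the paper.

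**Figure D2:**
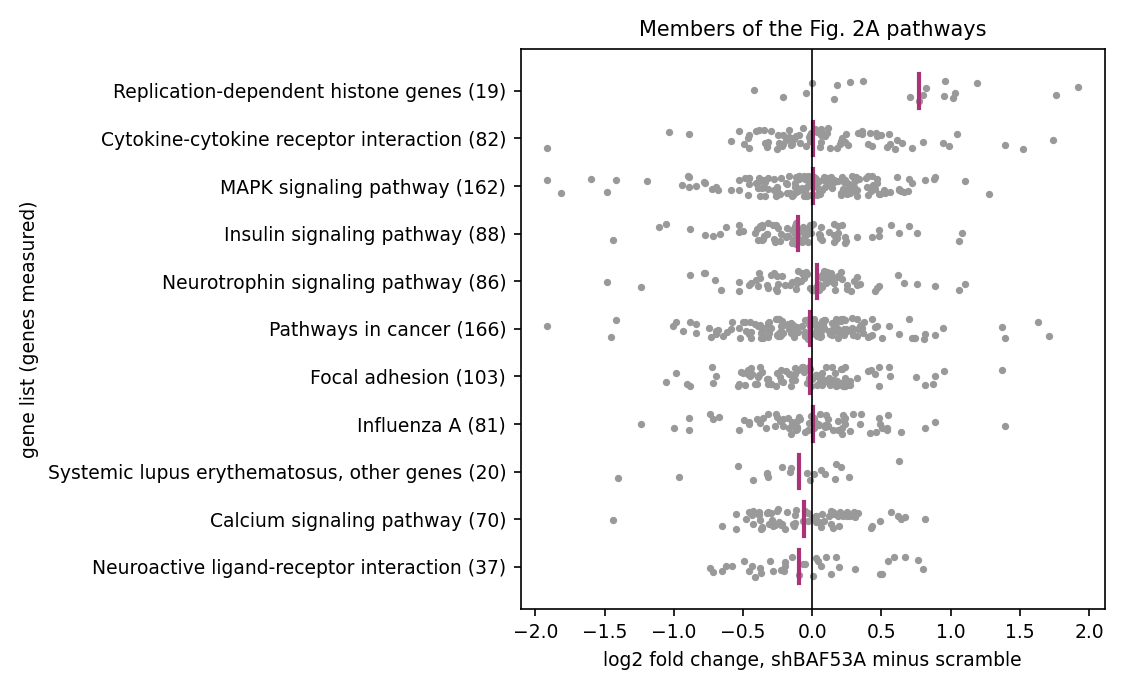
Log2 fold change (shBAF53A minus scramble) of the measured genes of each pathway in Fig. 2A. Replication-dependent histone genes are apart from the other lupus genes, which include the histone genes H2AX and H2AZ2. Dots are genes, numbers in brackets are the genes measured and vertical lines are medians. The median of the histone genes is 0.77, and that of the MAPK genes 0.002.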

We next characterized the relevance of BAF53A and DUSP5. Both the mRNA and protein expression of DUSP5 were significantly increased after BAF53A depletion (Fig. 2E, F). In contrast, BAF53A overexpression reduced DUSP5 expression levels (Fig. 2G). Furthermore, suppression of DUSP5 abrogated BAF53A depletion-induced cell growth inhibition (Fig. 2H), indicating that BAF53A-induced proliferation of CRC cells was dependent on DUSP5.

### BAF53A activates ERK phosphorylation by suppressing DUSP5

Since DUSP5 is a specific phosphatase of ERK1/2 [13], we then explored whether ERK1/2 signaling was regulated by BAF53A. Indeed, inhibition of BAF53A resulted in decreased phosphorylation of ERK1/2 (Fig. 3A). Constitutive overexpression of BAF53A promoted phosphorylation of ERK1/2 in CRC cells (Fig. 3B). AZD6244, a highly selective MEK inhibitor, inactivates ERK1/2 phosphorylation. To further test whether the BAF53A-ERK axis can impact CRC cell growth, we treated cells with AZD6244 after overexpression of BAF53A. As shown in Fig. 3C, AZD6244 treatment abrogated BAF53A-induced CRC cell colony formation. Moreover, BAF53A depletion decreased ERK1/2 phosphorylation, which could be rescued by knocking down DUSP5 (Fig. 3D), suggesting that BAF53A was able to modulate DUSP5-induced ERK1/2 phosphorylation.

**Fig. 3:**
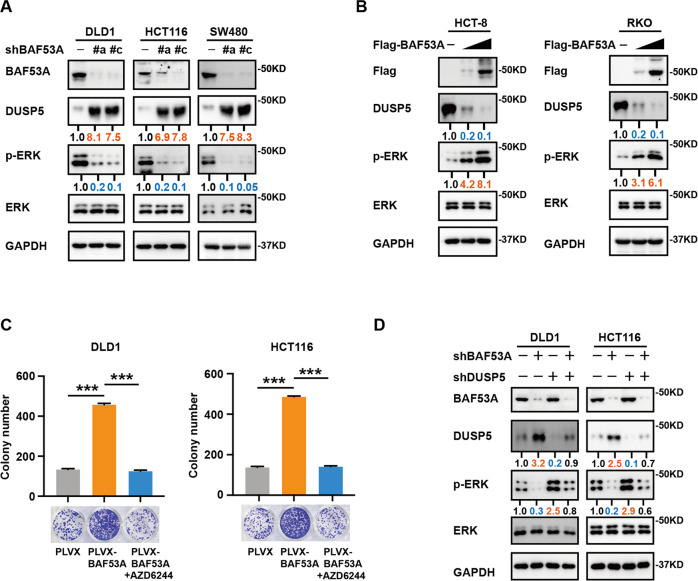
BAF53A actives ERK phosphorylation by suppressing DUSP5. **A** Western blot analysis of BAF53A, DUSP5, p-ERK, ERK, and GAPDH from lysates of CRC cells infected with the indicated shRNAs. **B** Western blot showed that the DUSP5 protein level was decreased while p-ERK expression level was upregulated when BAF53A was overexpressed. **C** AZD6244 treatment (0.1 μM) abrogated BAF53A-induced DLD1 and HCT116 cell colony formation, ***P < 0.001. **D** Cell lysates from DLD1 and HCT116 cells infected with shBAF53A or/and shDUSP5 were immunoblotted with the indicated antibodies.

### Identification of P63 as a transcription repressor of DUSP5

We showed that loss of BAF53A increased DUSP5 promoter activity (Fig. 4A), which indicated that BAF53A regulated DUSP5 at a transcriptional level. It has been well documented that BAF53A and P63 coordinately regulate key genes [5]. Therefore, we proposed that P63, a crucial transcription factor, might act as a mediator of BAF53A and DUSP5. First, the association of BAF53A and P63 was explored by immunoprecipitation assay in DLD1 cells. As expected, BAF53A interacted with P63 (Fig. 4B). Then we performed the dual luciferase reporter assays and found that loss of p63 could also increase DUSP5 promoter activity (supplementary Fig. 1A). In addition, chromatin immunoprecipitation followed by qPCR (ChIP–qPCR) assays supported that P63 directly binds to the promoter regions of DUSP5 (Fig. 4C, D). When we knocked down P63, the mRNA level of DUSP5 was increased (Fig. 4E), indicating that P63 could function as a transcription repressor of DUSP5. Furthermore, the binding of P63 to the promoter of DUSP5 was markedly impaired in BAF53A-depleted cells (Fig. 4F). BRG1 is the catalytic subunit of the SWI/SNF chromatin-remodeling complex. We found that BRG1 could bind to the promoter regions of DUSP5 (supplementary Fig. 1B), suggesting that BAF53A promotes p63-mediated transcriptional repression of DUSP5 through chromatin remodeling by the BAF complex.

**Fig. 4:**
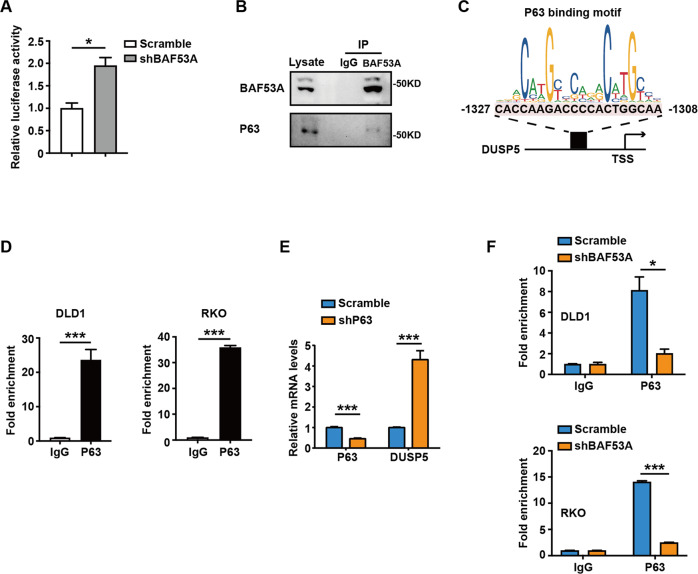
BAF53A interacts with P63 to suppress DUSP5 promoter activity. **A** Loss of BAF53A could increase DUSP5 promoter activity. The data are presented as the means ± SD, *P < 0.05. **B** The interaction between BAF53A and P63 was determined by a co-immunoprecipitation (co-IP) assay. **C** Predicted binding site of P63 in DUSP5 promoter. P63 binding motif was obtained from the website: http://jaspar.genereg.net/. **D** Chromatin was precipitated from DLD1 and RKO cells with antibodies against P63, or IgG, and analyzed by qPCR (mean ± SD). ***P < 0.001. **E** Relative mRNA levels of P63 and DUSP5 in the scramble and shP63 DLD1 cells. ***P < 0.001. **F** Chromatins were precipitated from DLD1 and RKO cells infected with BAF53A shRNA or scramble, using anti-P63 or anti-IgG antibodies, followed by RT-qPCR. The data are presented as the means ± SD, *P < 0.05, ***P < 0.001.

### Roles of BAF53A in promoting CRC growth in vivo

We next established xenograft models using HCT116 cells stably infected with PLVX or PLVX-BAF53A. Both the volume and the weight of tumors obtained from the BAF53A-overexpression group were clearly increased compared with those from the control group (Fig. 5A–C). Moreover, western blot and IHC staining revealed that tumors formed by cells infected with BAF53A showed sharply decreased expression of DUSP5 and significantly increased expression of p-ERK and Ki67 (Fig. 5D, E). In contrast, BAF53A downregulation significantly decreased the tumor size and tumor weight relative to the control group (Fig. 5F–H). In addition, tumors formed by DLD1 cells infected with shBAF53A displayed DUSP5 upregulation and lower expression of p-ERK and Ki67 (Fig. 5I, J). Together, these data confirmed that BAF53A could promote CRC tumorigenesis.

**Fig. 5:**
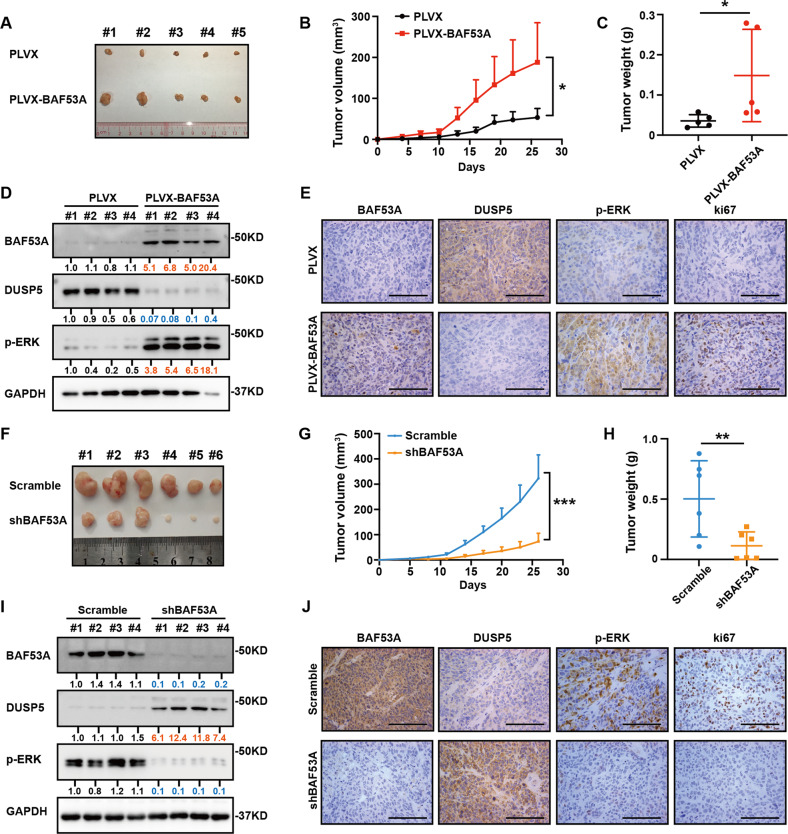
BAF53A drives endogenous CRC tumor progression. **A** HCT116 cells were stably infected with the indicated lentivirus and injected s.c. into BALB/c-nude mice. Four weeks after injection, xenografts were removed. Representative images of xenografts were shown. **B**, **C** Tumor volume (**B**) and tumor weight (**C**) were determined. *P < 0.05. **D** Western blot analysis of BAF53A, DUSP5, and p-ERK protein levels in xenografts. **E** Immunohistochemical analysis of the expression of BAF53A, DUSP5, p-ERK, and ki67 in different groups of xenografts. Scale bar: 100 µm. **F** DLD1 cells infected with Scramble or shBAF53A were implanted subcutaneously into BALB/c-nude mice to form xenografts. After four weeks, the xenografts were harvested. Representative images of xenografts were shown. **G**, **H** Tumor volume (**G**) and tumor weight (**H**) were determined. **P < 0.01, ***P < 0.001. **I** Western blot analysis of BAF53A, DUSP5, and p-ERK protein levels in xenografts. **J** Immunohistochemical analysis of the expression of BAF53A, DUSP5, p-ERK, and ki67 in xenografts. Scale bar: 100 µm.

### The BAF53A–DUSP5 axis correlates with the clinical outcomes of colorectal cancer patients

To determine the clinical relevance between BAF53A and DUSP5, we examined their expression profiles in the cohort of CRC cancer tissues. Clinically, patients with high BAF53A or low DUSP5 expression levels were correlated with worse prognosis (Fig. 6A, B). Additionally, a negative correlation between the protein level of BAF53A and DUSP5 was demonstrated in CRC than in paired normal tissues (Fig. 6C). We further assessed the clinical relevance of the above-described findings by using a tissue microarray with 267 CRC tissue specimens (Table 1). The expression of BAF53A was negatively correlated with DUSP5 by immunohistochemistry (IHC) analysis (Fig. 6D, E). Additionally, based on BAF53A and DUSP5 expression levels, the samples were classified into four groups: High BAF53A and Low DUSP5, High BAF53A and High DUSP5, Low BAF53A and Low DUSP5, and Low BAF53A and High DUSP5 expression. Kaplan–Meier analysis suggested that patients with high BAF53A and low DUSP5 expression tended to have the poorest overall survival compared with the other groups (Fig. 6F). These data imply that the BAF53A–DUSP5 axis plays a role in human cancer development.

**Fig. 6:**
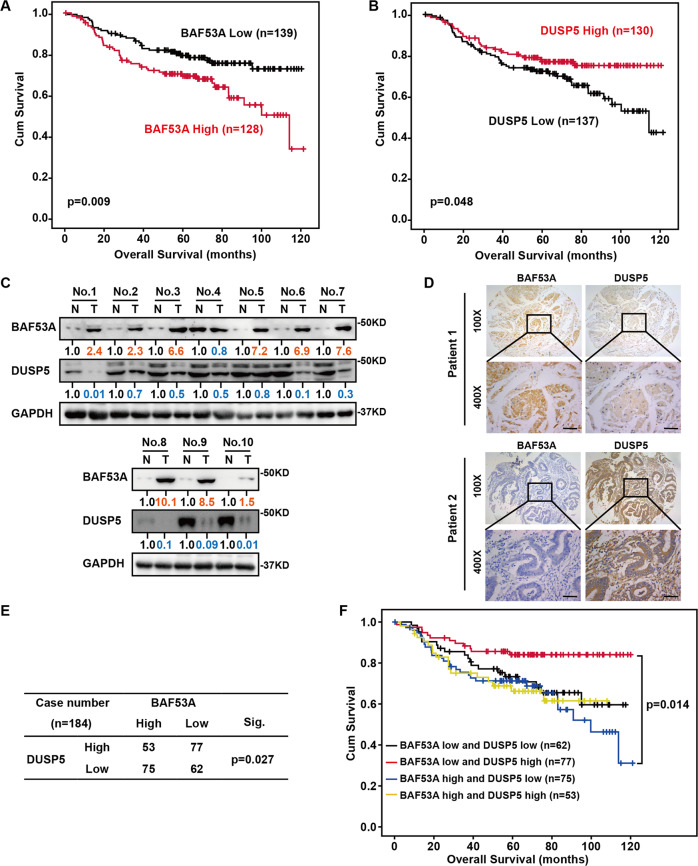
Clinical significance of BAF53A–DUSP5 axis in CRC. **A**, **B** Kaplan–Meier estimates of survival time of patients in cohort (*n* = 267) by different BAF53A (**A**) or DUSP5 (**B**) expression levels in tumors. **C** Western blot analysis showed the expression of BAF53A and DUSP5 in ten CRC tumor tissues compared with matched adjacent normal tissues. **D** Representative images showing negative correlations between protein levels of BAF53A and DUSP5 in CRC specimens. Scale bar, 50 μm. **E** Percentages of samples showing the relationship among BAF53A and DUSP5. *P* = 0.027 by chi-square test. **F** Kaplan–Meier curves of the overall survival of patients with different expression levels of BAF53A and DUSP5. *P* = 0.014 by log-rank test.

**Table 1:** Correlation between the expression of BAF53A–DUSP5 axis and clinicopathological features of colorectal cancer patients.

Variable	BAF53A expression			DUSP5 expression		
	Low	High	*P* value^a^	Low	High	*P* value^a^
Gender			0.179			0.714
Male	77	60		72	65	
Female	62	68		65	65	
Age			0.540			0.222
<59 years	68	57		59	66	
≥59 years	71	71		78	64	
Histological grade			0.882			0.839
G1	11	9		11	9	
G2	105	100		106	99	
G3	23	19		20	22	
pT status			0.068			0.035
T1	2	7		6	3	
T2	17	18		25	10	
T3	116	103		105	114	
T4	4	0		1	3	
pN status			0.799			0.525
N0	87	83		90	80	
N1	52	45		47	50	
pM status			0.178			0.699
M0	127	110		123	114	
M1	12	18		14	16	
Clinical stage			0.397			0.210
I	15	17		22	10	
II	63	56		58	61	
III	49	37		43	43	
IV	12	18		14	16	

Note: All data are no. of patients (%).

^a^*P* values were calculated in SPSS16.0 using a Pearson Chi-Square Test (Fisher’s Exact Test was used when >20% of cells have an expected count <5). *P* values <0.05 were considered to indicate statistical significance.

## Discussion

In mammalian cells, there are two major types of SWI/SNF complexes, including the canonical BAF (BRG1-associated factors) complex, which incorporates ARID1A or ARID1B subunits, and the PBAF (polybromo-associated BAF) complex, which contains ARID2, PBRM1 and BRD7 subunits [21]. Many studies have elucidated that SWI/SNF chromatin-remodeling complexes play important roles in the pathogenesis and progression of multiple cancers [8, 9, 22–24]. It has been reported that the SWI/SNF subunit BAF53A acts as an EMT activator in colon cancer [8]. Here, we identified the roles of BAF53A in CRC cell growth and tumorigenesis. Knockdown of BAF53A hindered CRC cell growth both in vivo and in vitro. Nevertheless, mammalian SWI/SNF complexes consist of at least 8-12 subunits, and further investigations can be carried out to explore whether the BAF53A function depends on other subunits.

To characterize the function of BAF53A in CRC, we performed RNA sequencing and identified the MAPK pathway as the top downstream signaling pathway of BAF53A. 

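The camera test of limma asks for a shift of a list in one direction, whereas Fig. 2A shows numbers of genes. In the DLD1 arrays, the MAPK signaling list ranked 15 of 35 gene lists by its camera p. Its rank was not stable, running from 13 to 33 in the alternatives set before the data were examined that tested all 35 lists. It was 8 of 33 with a filter at the 67th percentile. Apart from the histone genes, 3 lists were higher in shBAF53A as groups by limma's camera at the preset correlation. Targets of the transcriptional co-activators YAP and TAZ lay 0.28 above the other genes (23 measured, 19 with a positive log2 fold change, adjusted p = 0.0015, and 0.789 with an estimated correlation), and 0.17 to 0.39 with 1 array left out. They included NT5E, an ecto-nucleotidase (log2 fold change 0.76, and 0.36 with the mean of its probe sets). TGFB2, a growth factor, had 0.72 (0.43 to 1.01 with 1 array left out). Genes of the unfolded protein and ATF4 response lay 0.26 above (30 measured, 22 positive, adjusted p = 0.0028, and 0.789 with an estimated correlation), and 0.17 to 0.36 with 1 array left out. The ATF4 response genes included ASNS, asparagine synthetase (1.10), which passed adjusted over the list alone, HERPUD1, a protein of endoplasmic reticulum quality control (0.81), and the amino acid transporter gene SLC7A5 (-0.58). Genes induced by ERK signaling lay 0.21 above (26 measured, 19 positive, adjusted p = 0.0254, and 0.789 with an estimated correlation), and 0.13 to 0.29 with 1 array left out. The paper reports less ERK1/2 phosphorylation after BAF53A depletion (Fig. 3A), the opposite direction to a rise of ERK-induced genes. Among the ERK-induced genes, the transcription factor genes MYC and JUN had 0.70 (0.42 to 0.99 with 1 array left out) and 0.89 (0.41 to 1.37). The transcription factor gene JUNB had -0.49 and the ephrin receptor gene EPHA4 -0.52. None of these genes passed over all genes, and no YAP, TAZ or ERK target passed adjusted over the list alone. Without probe sets ending in _x_at or _s_at no list passed, with shifts of 0.21 for the YAP and TAZ targets (adjusted p = 0.0576), 0.11 for the ATF4 response (0.389) and 0.18 for the ERK-induced genes (0.131). Centring each array on its median left the shift of the ERK-induced list at 0.21, but its camera adjusted p was then 0.0507. That list also failed without scramble replicate 1 (shift 0.13) and without shBAF53A replicate 2 (shift 0.16). The YAP and TAZ list and the ATF4 list failed without shBAF53A replicate 1 (shift 0.17 for each).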

ERK1/2 belongs to the MAPK family. The RAS-RAF-MEK-ERK pathway is altered in nearly 40% of human cancers and plays key roles in cell proliferation, differentiation, and apoptosis [25, 26]. Dual-specific phosphatase is a unique group of proteins that counteract MAPKs [11], of which DUSP5 is the phosphatase targeting and anchoring ERK1/2. Through ectopic expression and knockdown studies, we found that BAF53A-induced ERK1/2 phosphorylation and CRC progression could be partially reversed by DUSP5, indicating the important role of DUSP5 in mediating BAF53A-induced CRC progression.

P63 and p73 were identified as p53 homologs in the late 1990s. P63 can be expressed in multiple isoforms (ΔNP63α/β/γ/δ/ε and TaP63α/β/γ/δ/ε). The ΔN forms lack a transactivation domain. Notably, it has been documented that p53 can directly bind to the promoter region of the DUSP5 gene [27]. Previous study provided compelling evidence that BAF53A is physically associated with p63 and function together in a common pathway to drive a refractory cancer phenotype in HNSCC [5]. Similarly, we showed that BAF53A and p63 co-regulated DUSP5, and this transcriptional regulation was direct, as these two factors were co-localized to the transcription start site (TSS) of DUSP5. BAF53A, as a member of the SWI/SNF chromatin-remodeling complex, could bind to p63 and promote its chromatin accessibility, thereby repressing DUSP5 transcriptionally.

In vivo models and human tumors further support the relevance of the BAF53A-DUSP5 axis in CRC progression. Here, we demonstrate that BAF53A overexpression is sufficient to drive tumorigenesis associated with DUSP5 inhibition and ERK1/2 activation. In contrast, loss of BAF53A blocks tumor growth and induces DUSP5 expression in vivo. Accordingly, BAF53A expression is strongly inversely correlated with DUSP5 in human CRC samples. Furthermore, high BAF53A and/or low DUSP5 are significant determinants of poor overall survival in CRC patients. Taken together, we provide new ideas for nascent therapeutic approaches for CRC.

In summary, our research uncovered the oncogenic role of BAF53A in CRC. Mechanistically, BAF53A interacts with P63, a transcription repressor of DUSP5, thereby decreasing the DUSP5 expression level and subsequently inducing ERK1/2 phosphorylation. Our research highlights a greater understanding of the BAF53A-mediated molecular network and provides potential therapeutic targets for CRC.

## Materials and methods

### Cell culture and transfection

The human colon cancer cell lines DLD1, SW480, HCT116, HCT-8, and RKO were obtained from American Type Culture Collection (ATCC) and cultured in RMPI-1640 (Roswell Park Memorial Institute) or Minimum Essential Medium (MEM) medium supplemented with 10% fetal bovine serum (FBS). All cell lines were tested and authenticated by assessing the morphology, proliferation rate, genetic markers, and checking for mycoplasma-negative.

The cDNAs for human BAF53A were cloned by RT-PCR and subcloned into pcDNA3.1 (+) vector or PLVX vector. All plasmids were validated by DNA sequencing. Transient transfections of plasmids into cell lines using Polyethylenimine HCl MAX, Linear, Mw 40,000 (Polysciences Inc., 24765-1) followed the manufacturer’s protocol.

### Quantitative PCR (qPCR)

Total RNA was extracted using TRizol (Invitrogen) and then reverse transcribed into cDNA according to the manufacturer’s protocol (TOYOBO, FSQ-301). Quantitative PCR (qPCR) was performed on LightCycler480 PCR system (Roche) using SYBR Green Premix (biotool, #B21203). The primer sequences were listed as follows: *BAF53A* F: TGGAGGCCATTTCACCTCTAA; *BAF53A* R: TCTTTGCTCTAGTATTCCACGGT;

*DUSP5* F: TGTCGTCCTCACCTCGCTA;

*DUSP5* R: GGGCTCTCTCACTCTCAATCTTC;

*P63* F: GGACCAGCAGATTCAGAACGG;

*P63* R: AGGACACGTCGAAACTGTGC;

*GAPDH* F: GGAGCGAGATCCCTCCAAAAT;

*GAPDH* R: GGCTGTTGTCATACTTCTCATGG.

### RNA sequence and gene set enrichment analysis (GSEA)

DLD1 cells were infected twice with scramble shRNA and shBAF53A lentivirus for 48 h. RNA samples from DLD1 cells were isolated using the Trizol reagent (Invitrogen) and then sent for sequence (Shanghai Biotechnology Corporation). To analyze the difference between scramble shRNA groups and shBAF53A groups, we performed the Gene set enrichment analysis (GSEA) by the JAVA program (https://www.gsea-msigdb.org/gsea/index.jsp) using KEGG v7.0. symbols gene set collection.

### Immunoprecipitation and immunoblot assays

Cells were collected and resuspended by lysis buffer (50 mM Tris-Cl, pH 7.5, 0.1% NP-40, 0.1% Triton-100, 150 mM NaCl, 0.1 M EDTA, a cocktail of phosphate and proteinase inhibitors) and incubated with BAF53A antibody or the control IgG antibody, rotation at 4 °C overnight. Protein A/G agarose beads (50 μL, Santa Cruz, SC-2001) were then added to each sample. After 3 h, the beads were washed and followed by immunoblotting.

For immunoblot assays, proteins were separated by sodium dodecyl sulfate (SDS)-polyacrylamide gel electrophoresis. After transfer and blocking, the membrane sections were incubated with indicated antibodies, and horseradish peroxidase-linked secondary antibody (1:5000, Thermo, 31430). Anti-BAF53A (1:1000, Abcam, ab3882), anti-DUSP5 (1:1000, Abcam, ab200708), anti-pERK (1:2000, Cell Signaling Technology, 4370), anti-ERK (1:1000, Cell Signaling Technology, 4695S), anti-P63 (1:1000, Cell Signaling Technology, 13109S), anti-GAPDH (1:1000, Proteintech, 60004-1-Ig), anti-Flag (1:1000, Cell Signaling Technology, 8146S) antibodies were used.

### Cell proliferation assay

For the Incucyte assay, cells were seeded in 6-well plates and then put into the machines, which could analyze cell growth by long-time real-time dynamic living cell imaging.

For the CCK8 assay, infected cells were seeded into 96-well plates and incubated overnight. CCK-8 solution (APExBIO) was then added to each well every 24 h and finally measured the samples at 450 nm by a microplate reader.

### Colony formation assay

Cells were seeded into 6-well plates (800–1000 cells per well) and then cultured for 10–14 days. when visible colonies formed, fixed the cells with 4% paraformaldehyde (PFA) and stained them with crystal violet. Colony numbers were finally counted by image J. All the data were repeated at least three times.

### Luciferase reporter assay

Infected cells were co-transfected with Firefly luciferase reporters and indicated plasmids using Polyethylenimine HCl MAX, Linear, Mw 40,000 (Polysciences Inc., 24765-1). Twenty-four hours later, Dual-Luciferase Reporter Assay Kit (Promega, E1960) was used for detection, and Renilla activity was used to normalize.

### Chromatin immunoprecipitation–quantitative PCR (ChIP-qPCR)

Chromatin immunoprecipitation was performed following the fast ChIP protocol with minor modifications. Briefly, cells were collected and crosslinked with 1.42% formaldehyde, then disrupted by ultrasonication. The sonicated chromatins were incubated with indicated antibodies at 4 °C overnight with rotation. Protein A-agarose beads (sc2003, Santa Cruz) were added into the mixtures and rotated for 2 h at 4 °C. Next, the immunoprecipitates and input DNA samples were treated with Chelex 100 resin (BioRad) and incubated at 100 °C for 10 min to reverse crosslinking. After proteinase K treatment, enriched DNA fragments were subjected to RT-PCR analysis. IgG was used as the negative control. Primers of the DUSP5 promoter are shown:

F: -GAAAGAAGGCCCCCGCAT; R: 5’-GTCACAGATGCATCCACCCAA.

### Immunohistochemistry staining

For immunohistochemical staining, paraffin-embedded tumor specimens were cut into slices (Servicebio). After the slides are baked, conventional dewaxing with xylene solution and dehydration with different gradients of alcohol is carried out. Antigen repair, block (Origene), and then sections were put in a 4 °C refrigerator for incubation of primary antibody overnight. Following incubation with biotinylated goat anti-rabbit or anti-mouse IgG at room temperature for 30 min, diaminobenzidine and hematoxylin were used for visualizing the staining.

### In vivo xenograft experiments

Four-week-old female BALB/c nude mice were randomly and blindly divided into two groups (*n* = 5 per group). HCT116 cells stably infected with PLVX or PLVX-BAF53A were inoculated subcutaneously into mice. The tumor volumes were measured and calculated as length × width^2^ × 0.5. Four weeks later, the tumors were removed, photographed, and weighed. Besides, DLD1 cells were infected with BAF53A-shRNA and scramble. Stably infected cells (1 × 10^6^) were subcutaneously injected in the lower rear flank of 4-week-old female BALB/c nude mice (*n* = 6 per group). On day 28 after implantation, tumors were harvested and weighed. Finally, tumors were subjected to protein and IHC analysis.

### Patients and tissue samples

For tissue microarray analysis (TMA), 267 paraffin-embedded samples were collected from the First Affiliated Hospital of Sun Yat-sen University with the patients’ written informed consent and approval from the study center’s Institutional Review Board. The immunostained slides were then scanned by Aperio Versa (Leica Biosystems), which could capture digital images. To define the cut-off point, the receiver operating characteristic curve was used.

### Statistical analyses

Statistical analyses were performed using SPSS software version 22.0. One-way analysis of variance and Student’s *t* test were used to determine differences between groups. The overall survival (OS) rates were analyzed by Kaplan–Meier survival analysis with the log-rank test. Chi-square test was used to evaluate the association between BAF53A and DUSP5 staining intensities. A value of *P* < 0.05 is considered statistically significant. All data were shown as mean ± SEM or mean ± SD.

## Supplementary information

Supplementary Fig. 1

aj-checklist

Supplemental material (WB)

## Data Availability

All data generated or analyzed during this study are available from the corresponding author on reasonable request. The RNA array result is deposited in Gene Expression Omnibus (GEO) under the accession number GSE218008.

# Supplementary material for: BAF53A drives colorectal cancer development by regulating DUSP5-mediated ERK phosphorylation
**Source:** Cell Death Dis. 2022 Dec 16;13(12):1049. doi: 10.1038/s41419-022-05499-w
**Supplement:** Supplementary file 1 — Supplementary Fig. 1

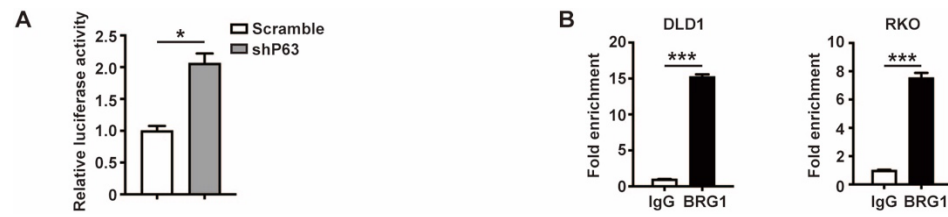

**Supplementary Fig. 1 BAF53A promotes p63-mediated transcriptional repression of DUSP5 through chromatin remodeling by the BAF complex.**

**A** P63 knockdown increased DUSP5 promoter activity. \* $P < 0.05$ . **B** Chromatin was precipitated from DLD1 and RKO cells with antibodies against BRG1, or IgG, and analyzed by qPCR (mean  $\pm$  SD). \*\*\* $P < 0.001$ .

# Supplementary material for: BAF53A drives colorectal cancer development by regulating DUSP5-mediated ERK phosphorylation
**Source:** Cell Death Dis. 2022 Dec 16;13(12):1049. doi: 10.1038/s41419-022-05499-w

**Fig. 1C (in paper)**

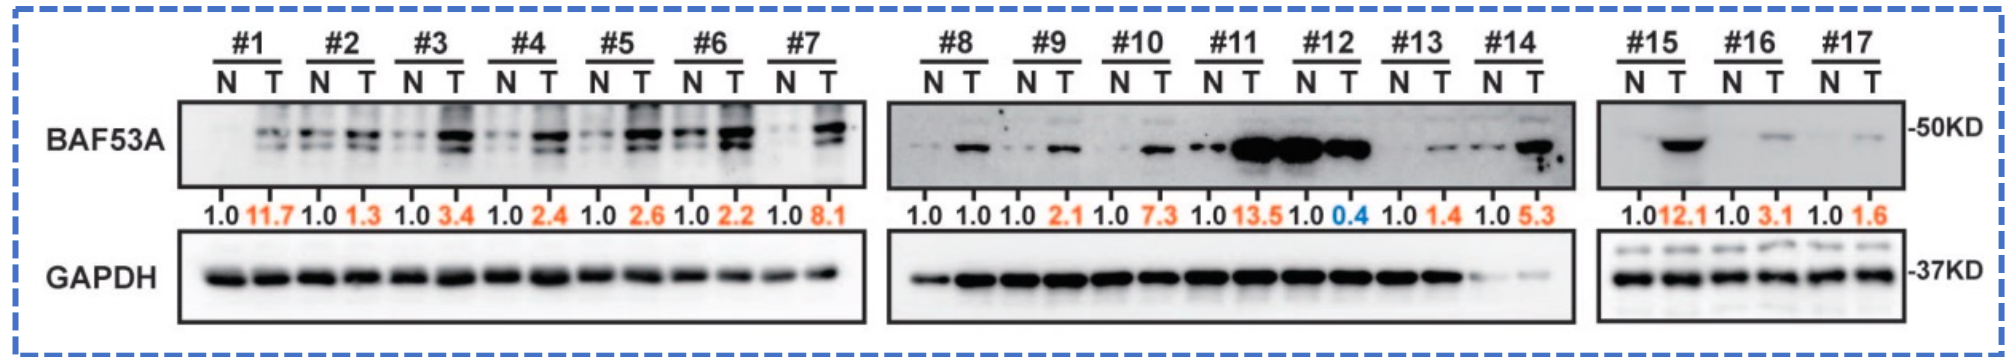

Raw data

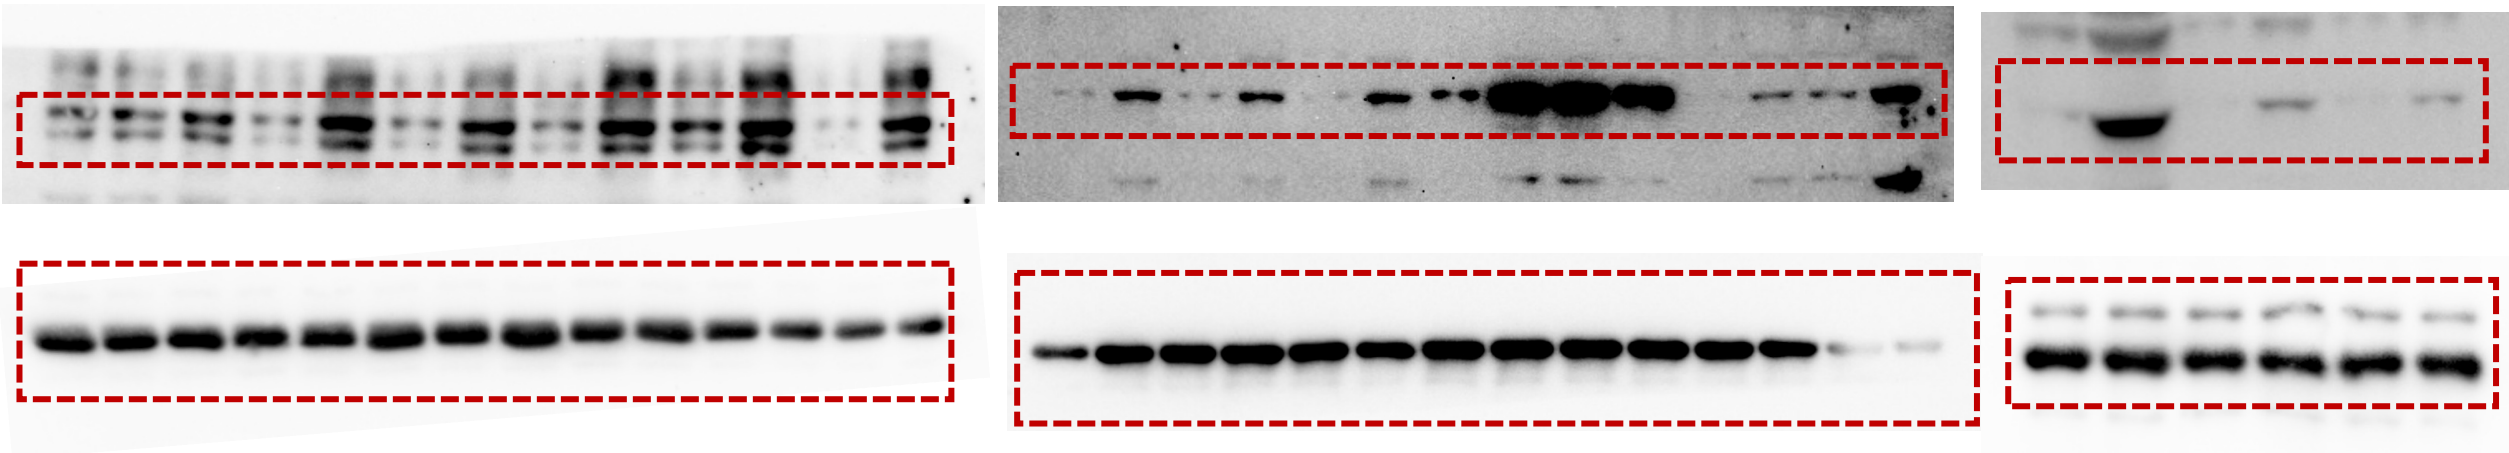

**Fig. 2F (in paper)**

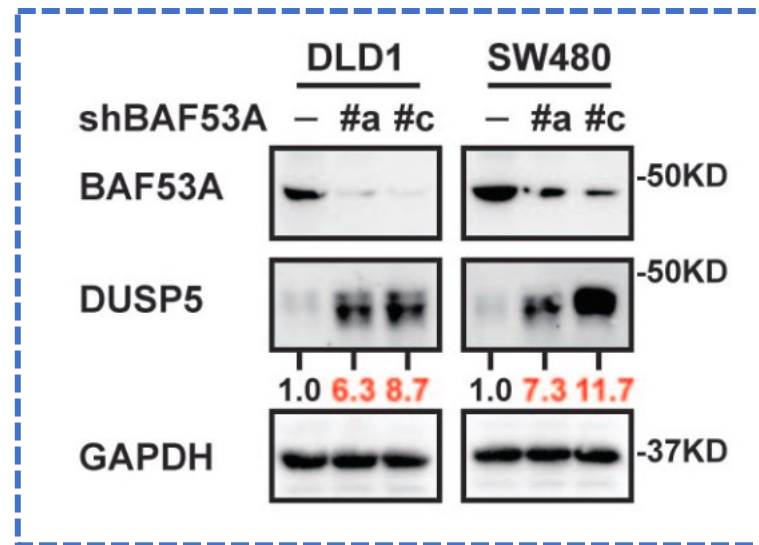

**Fig. 2G (in paper)**

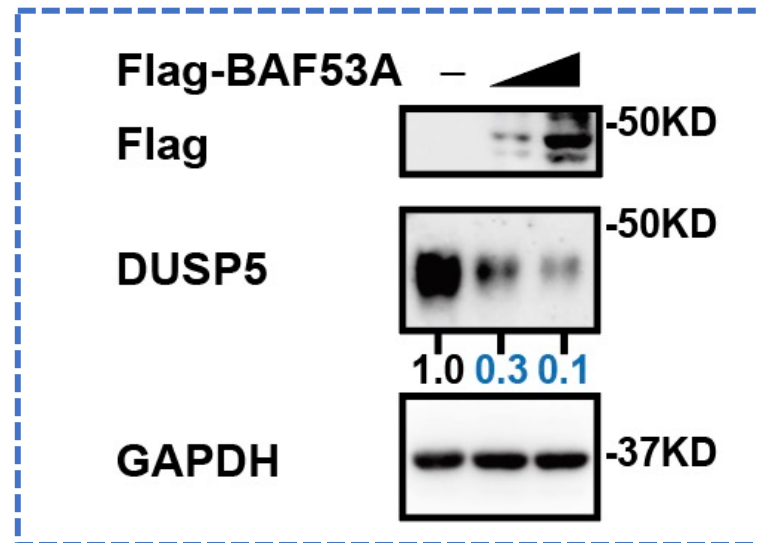

**Raw data**

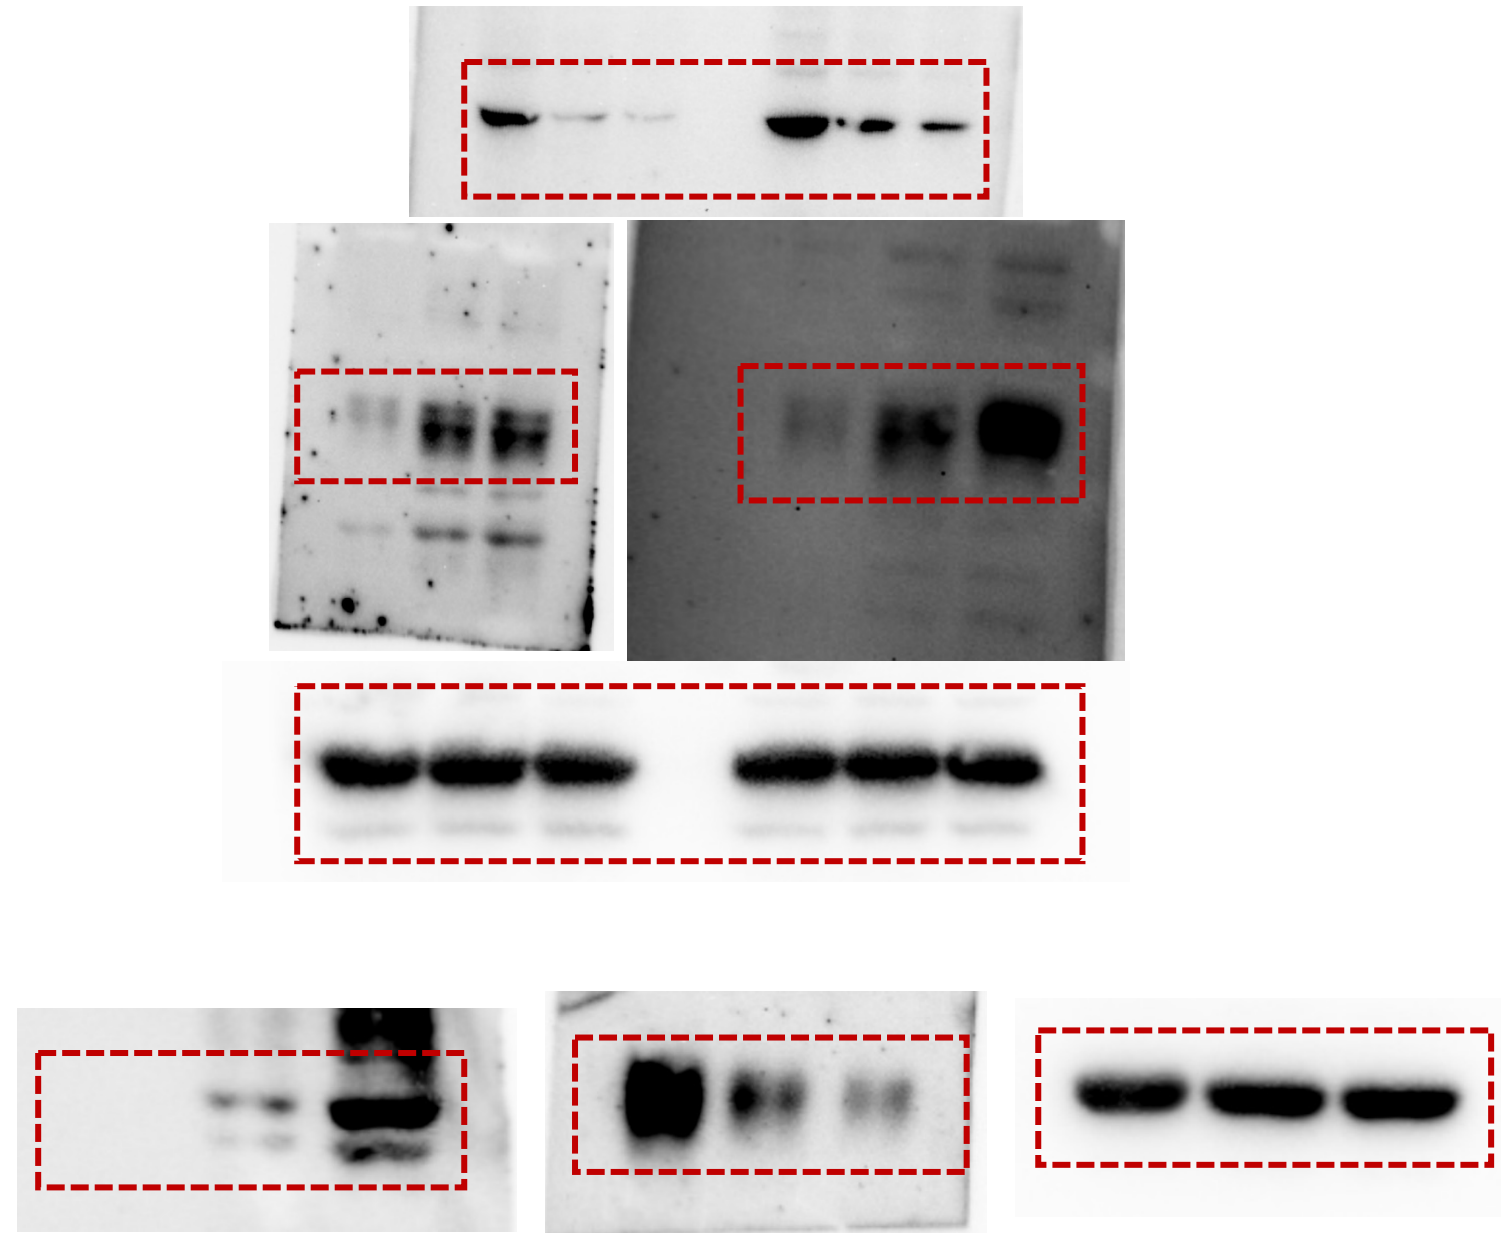

Fig. 2H (in paper)

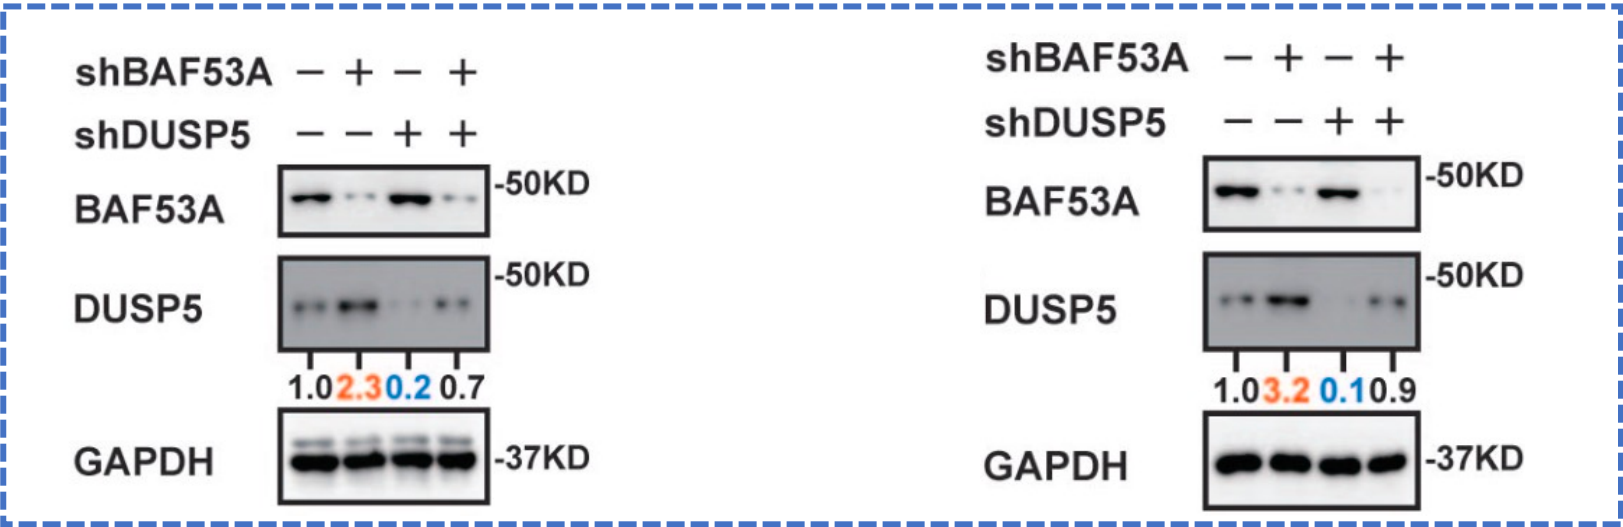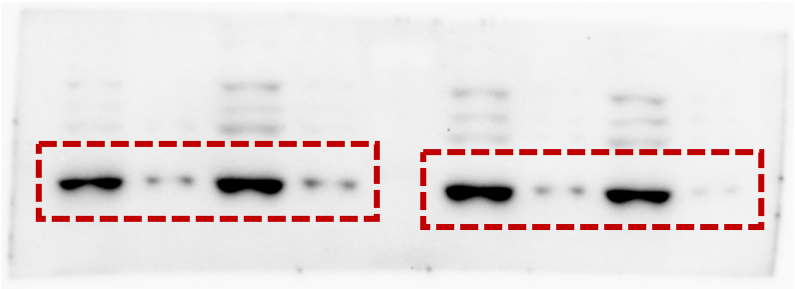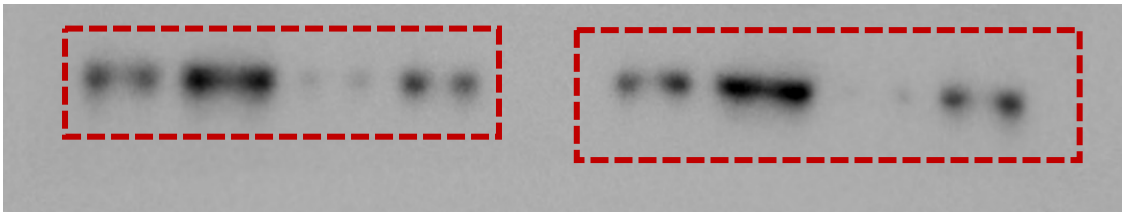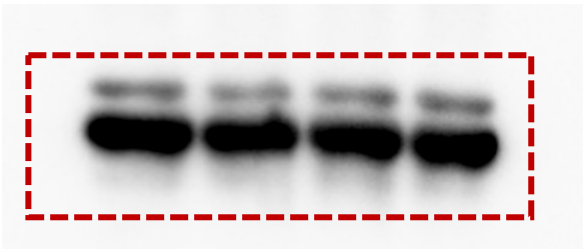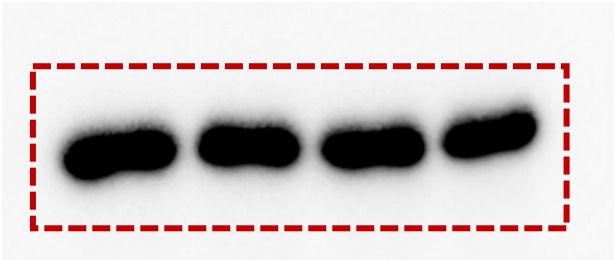

**Fig. 3A (in paper)**

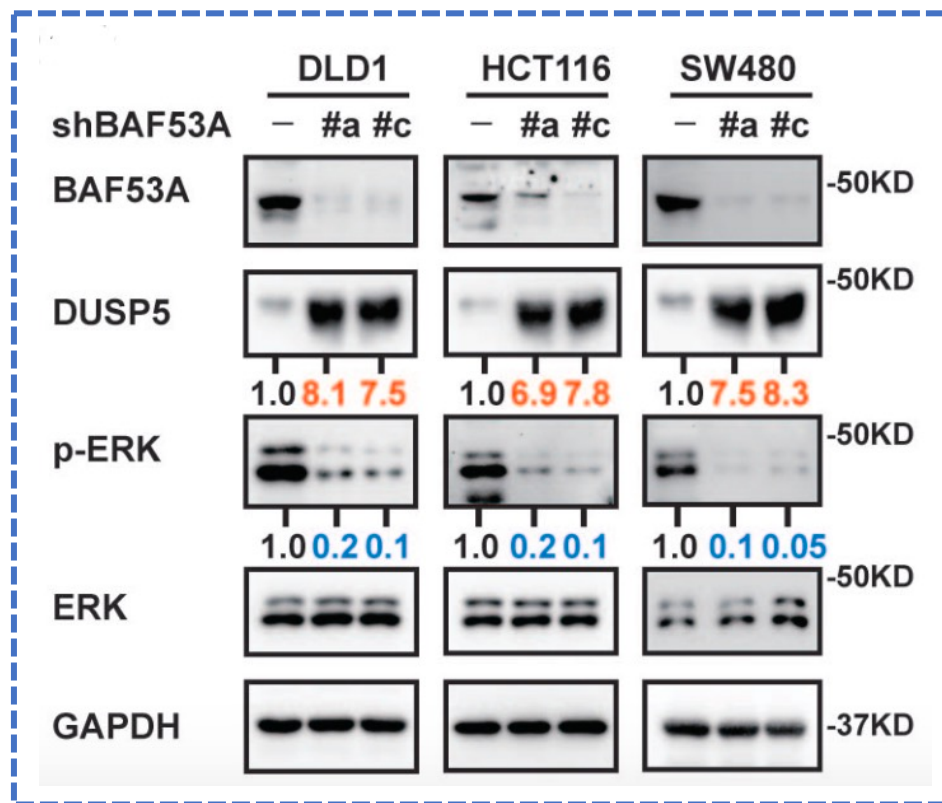

Raw data

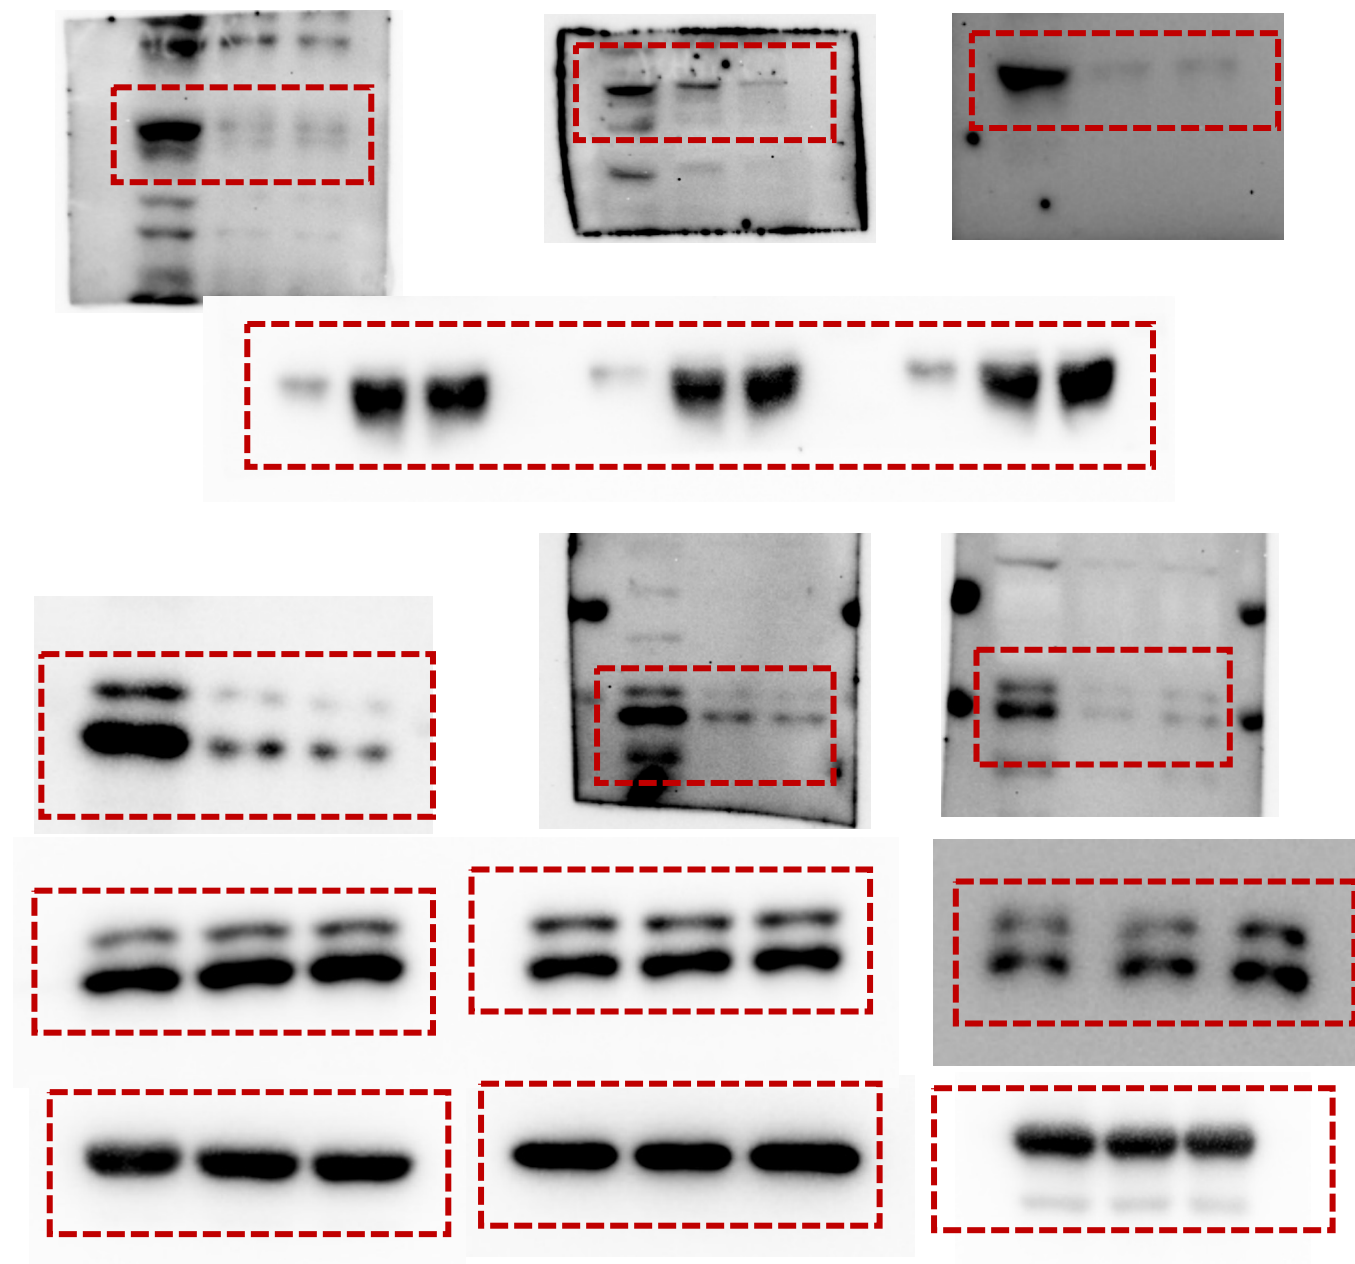

**Fig. 3B (in paper)**

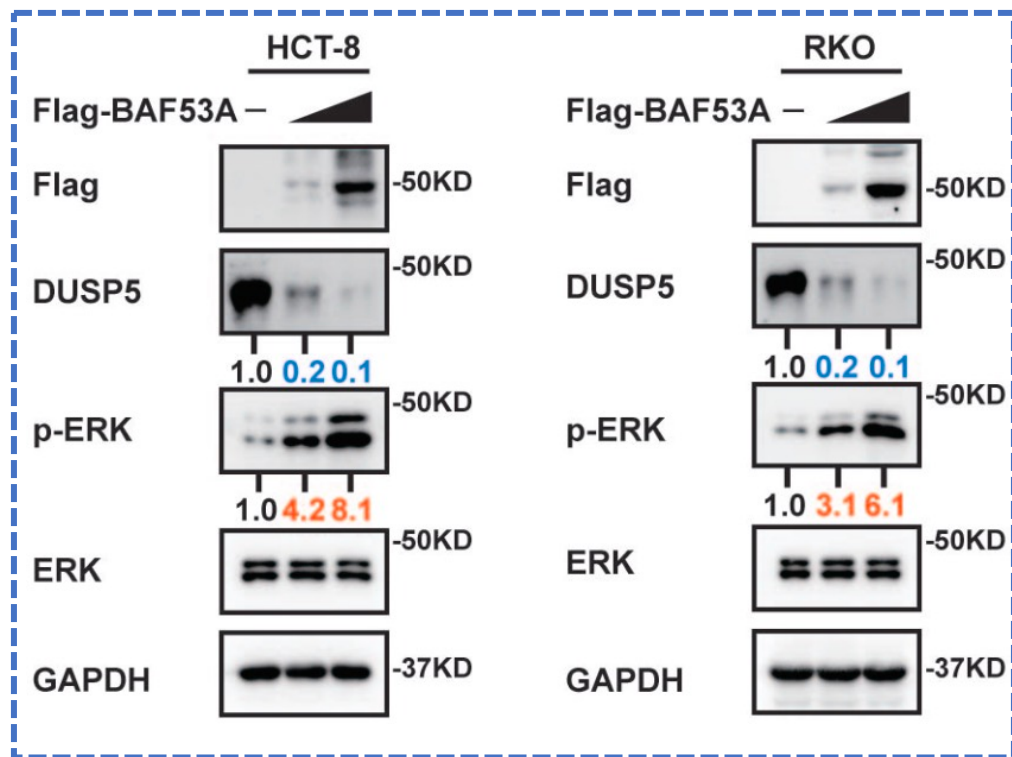

Raw data

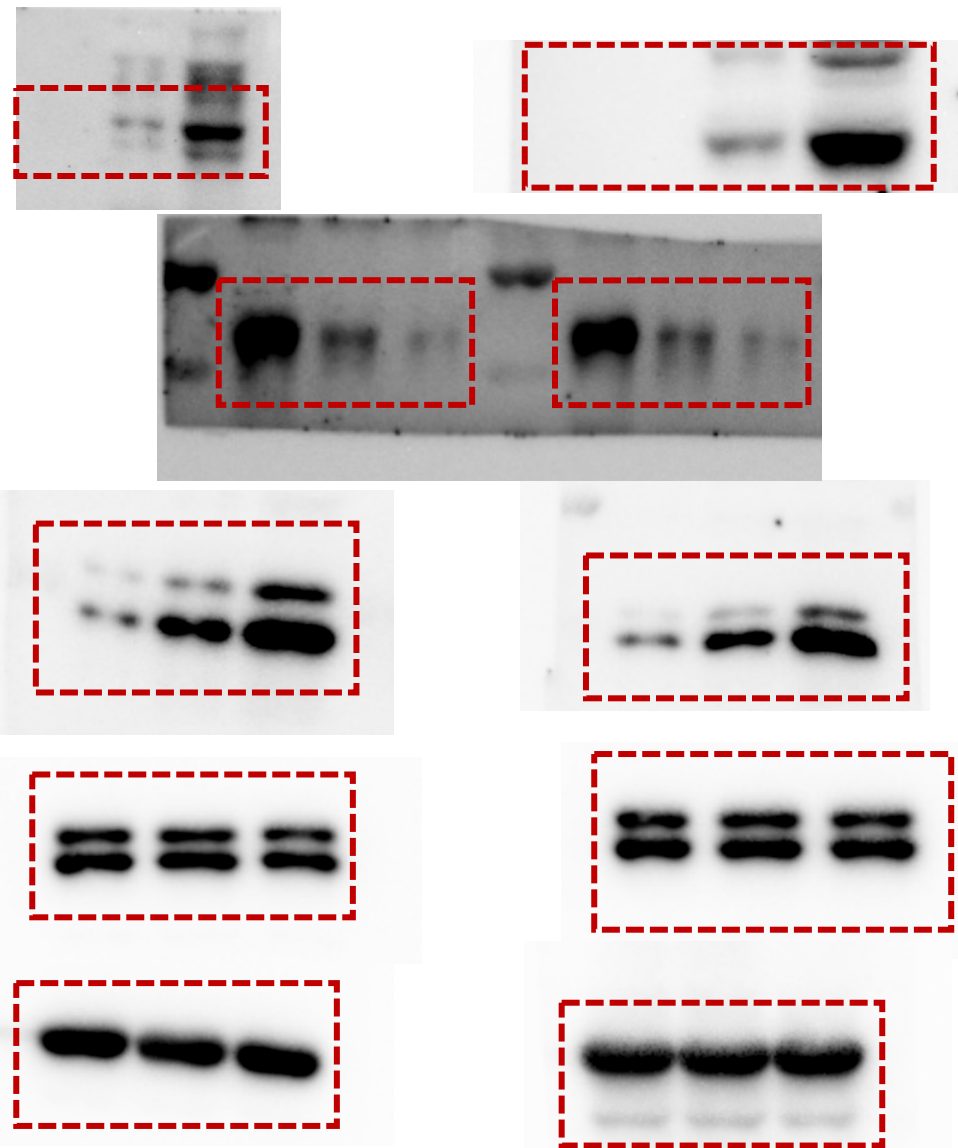

**Fig. 3D (in paper)**

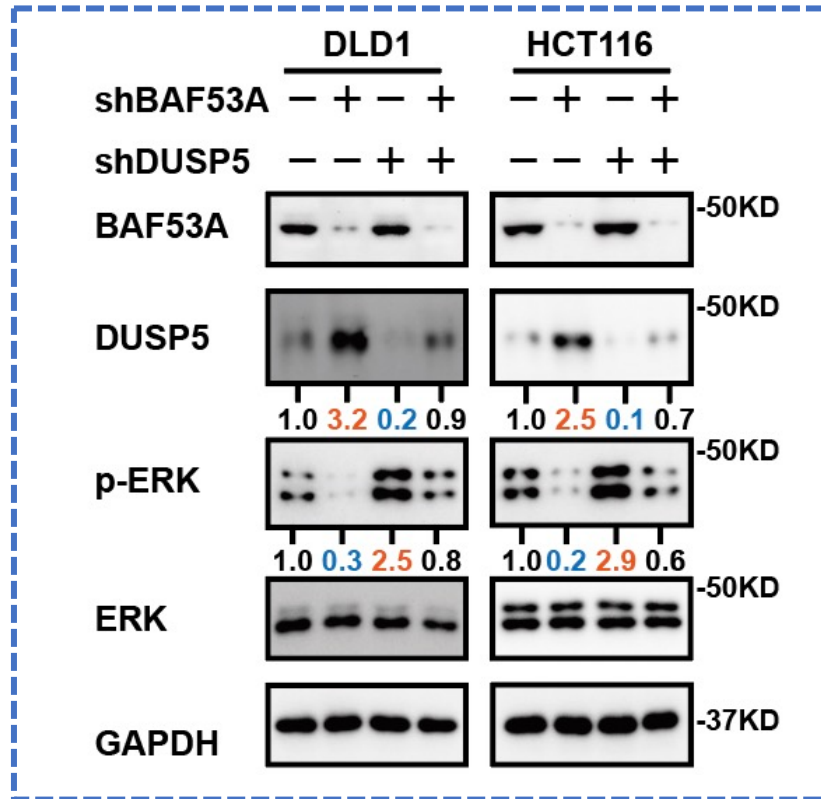

**Raw data**

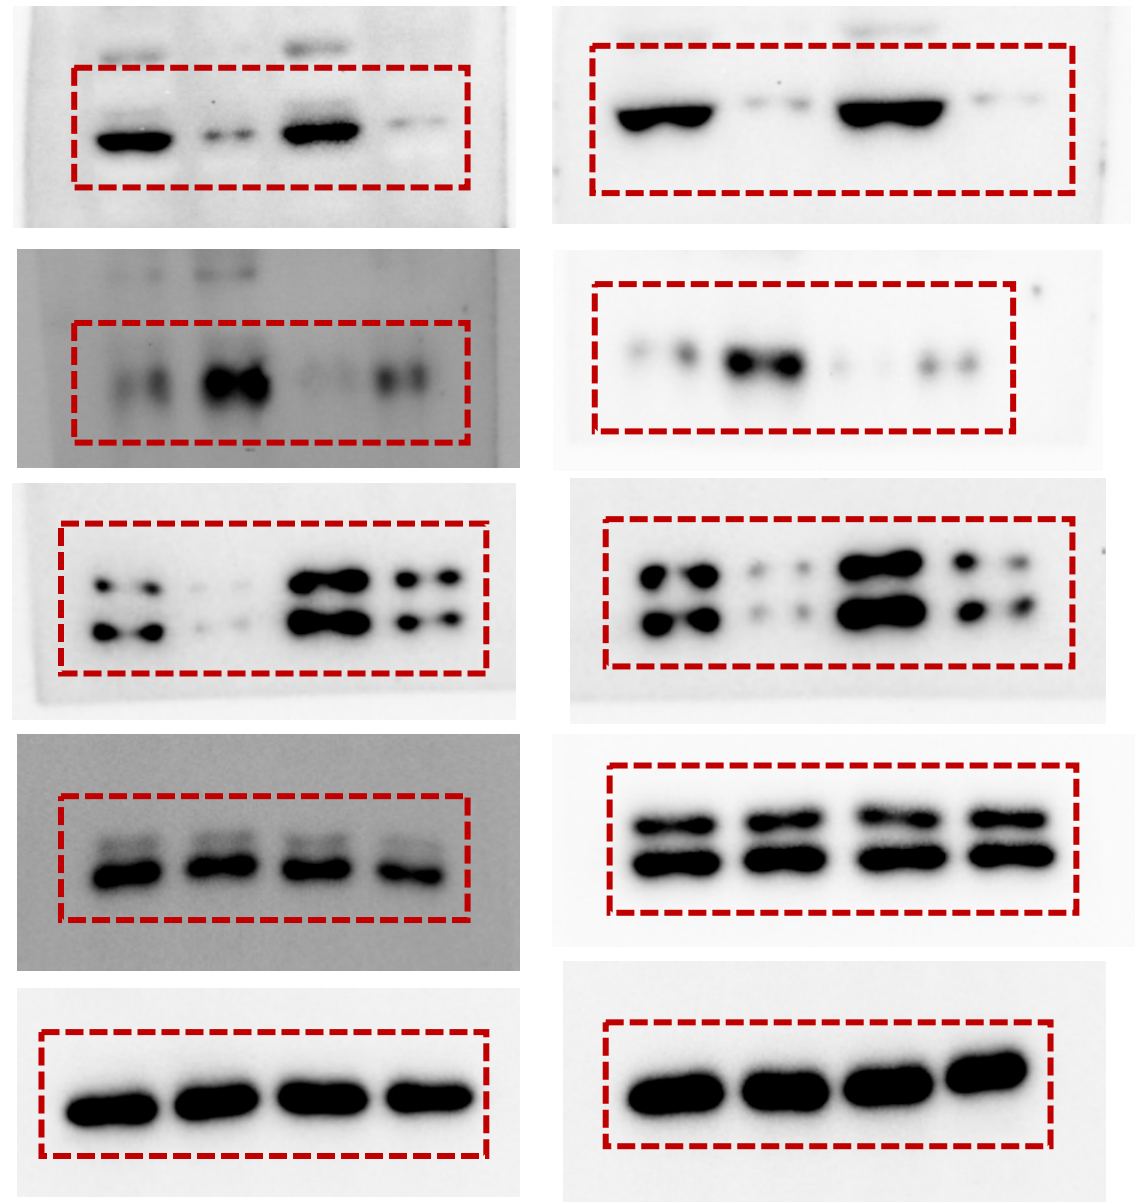

**Fig. 4B (in paper)**

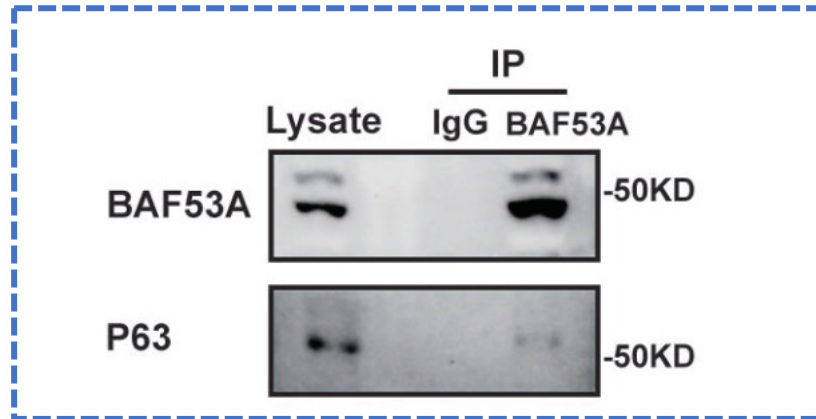

**Raw data**

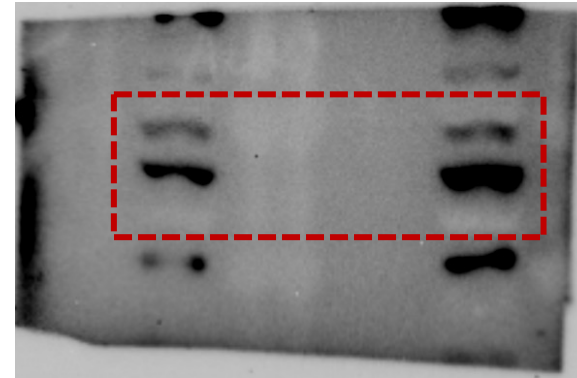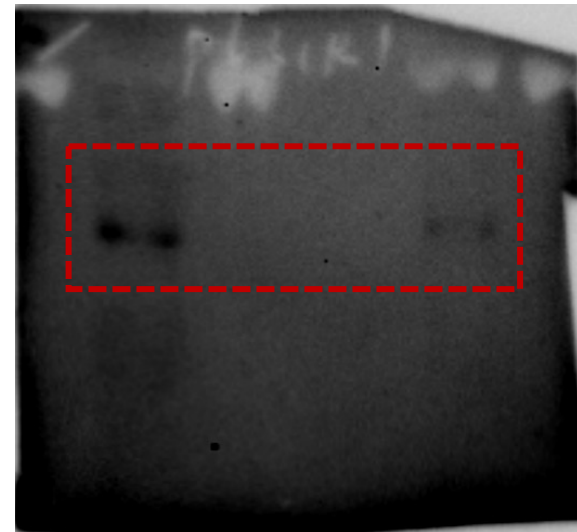

**Fig. 5D (in paper)**

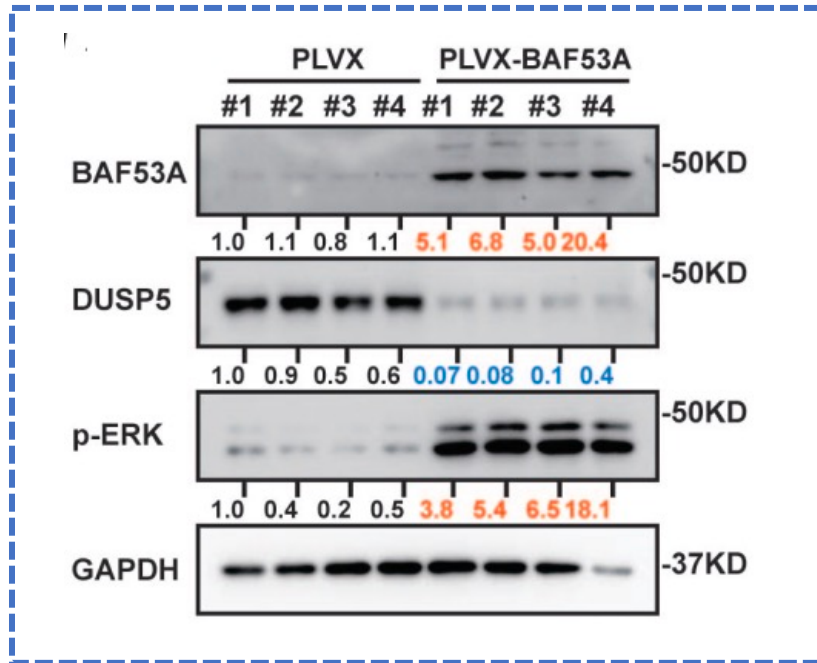

**Raw data**

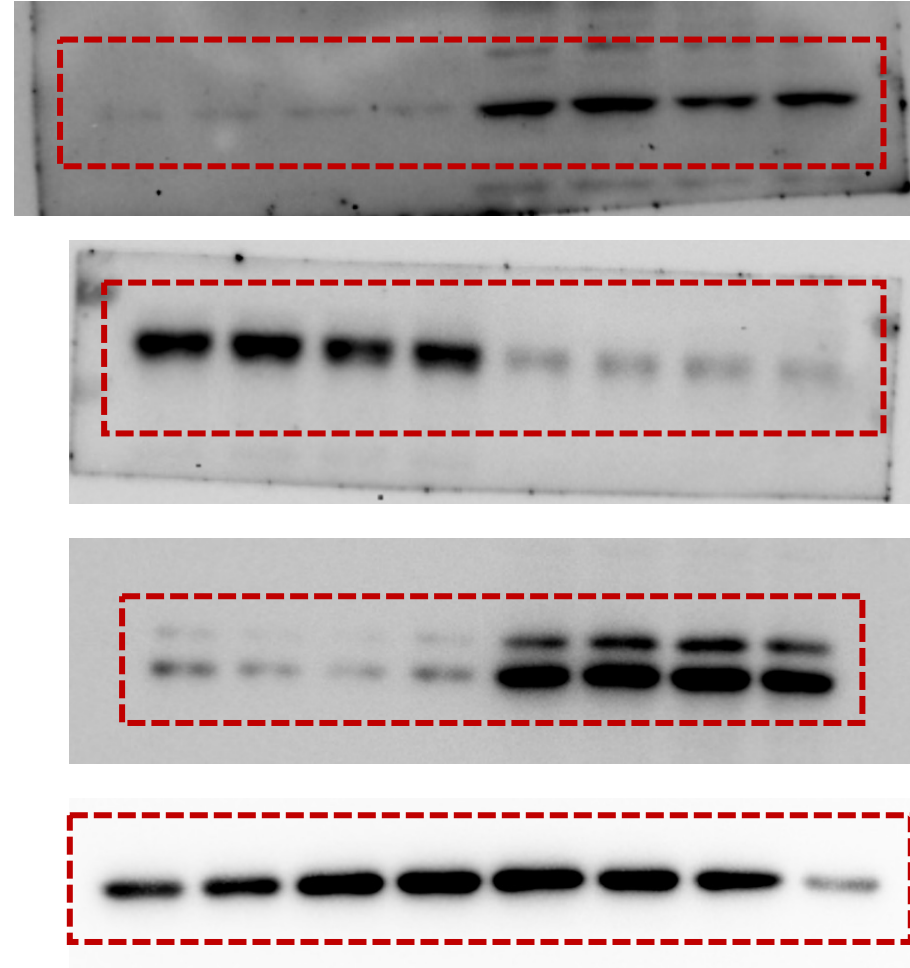

**Fig. 5I (in paper)**

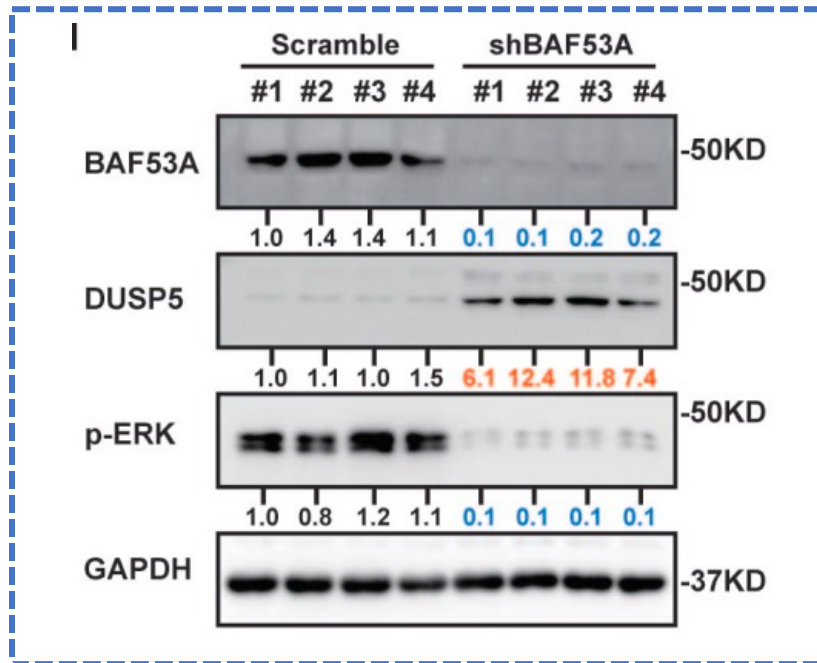

**Raw data**

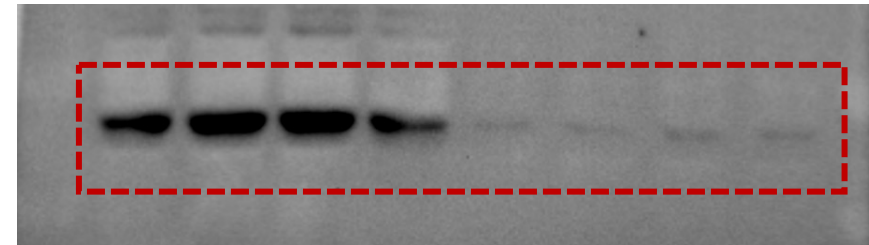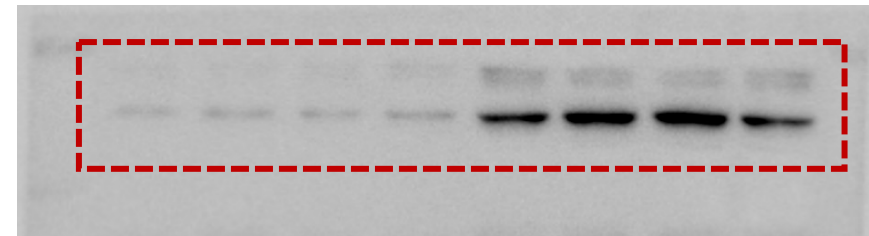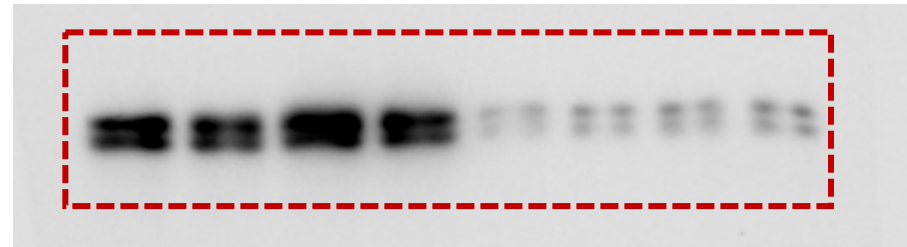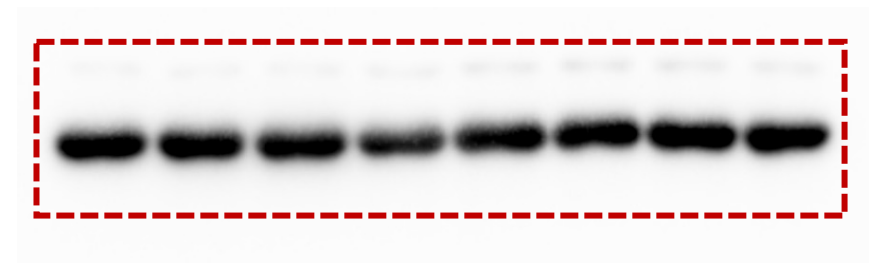

**Fig. 6C (in paper)**

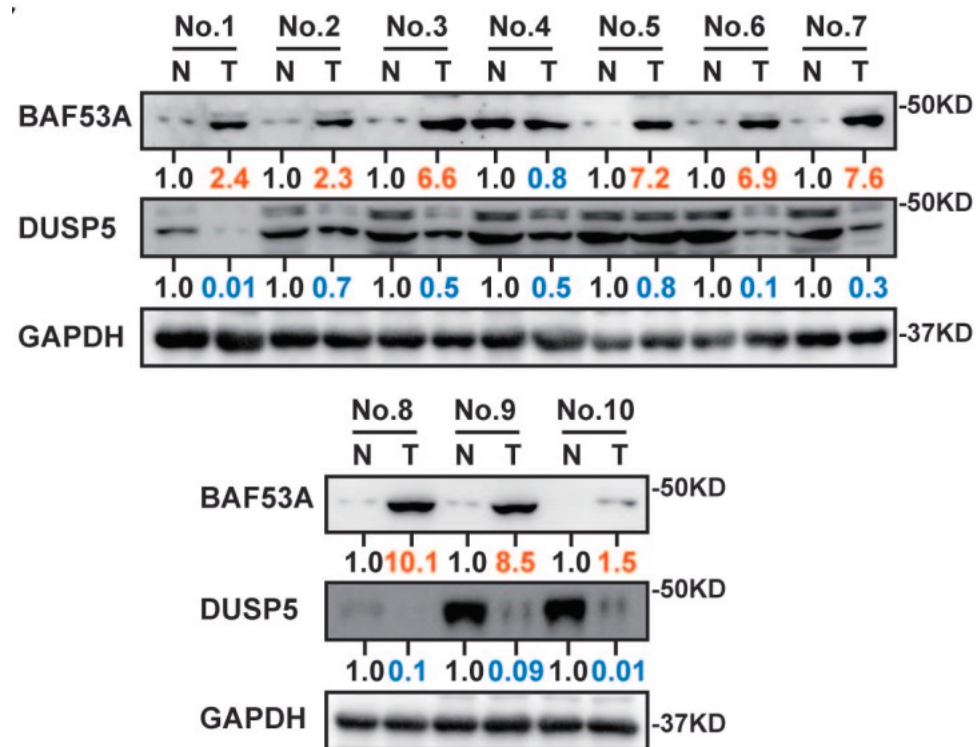

**Raw data**

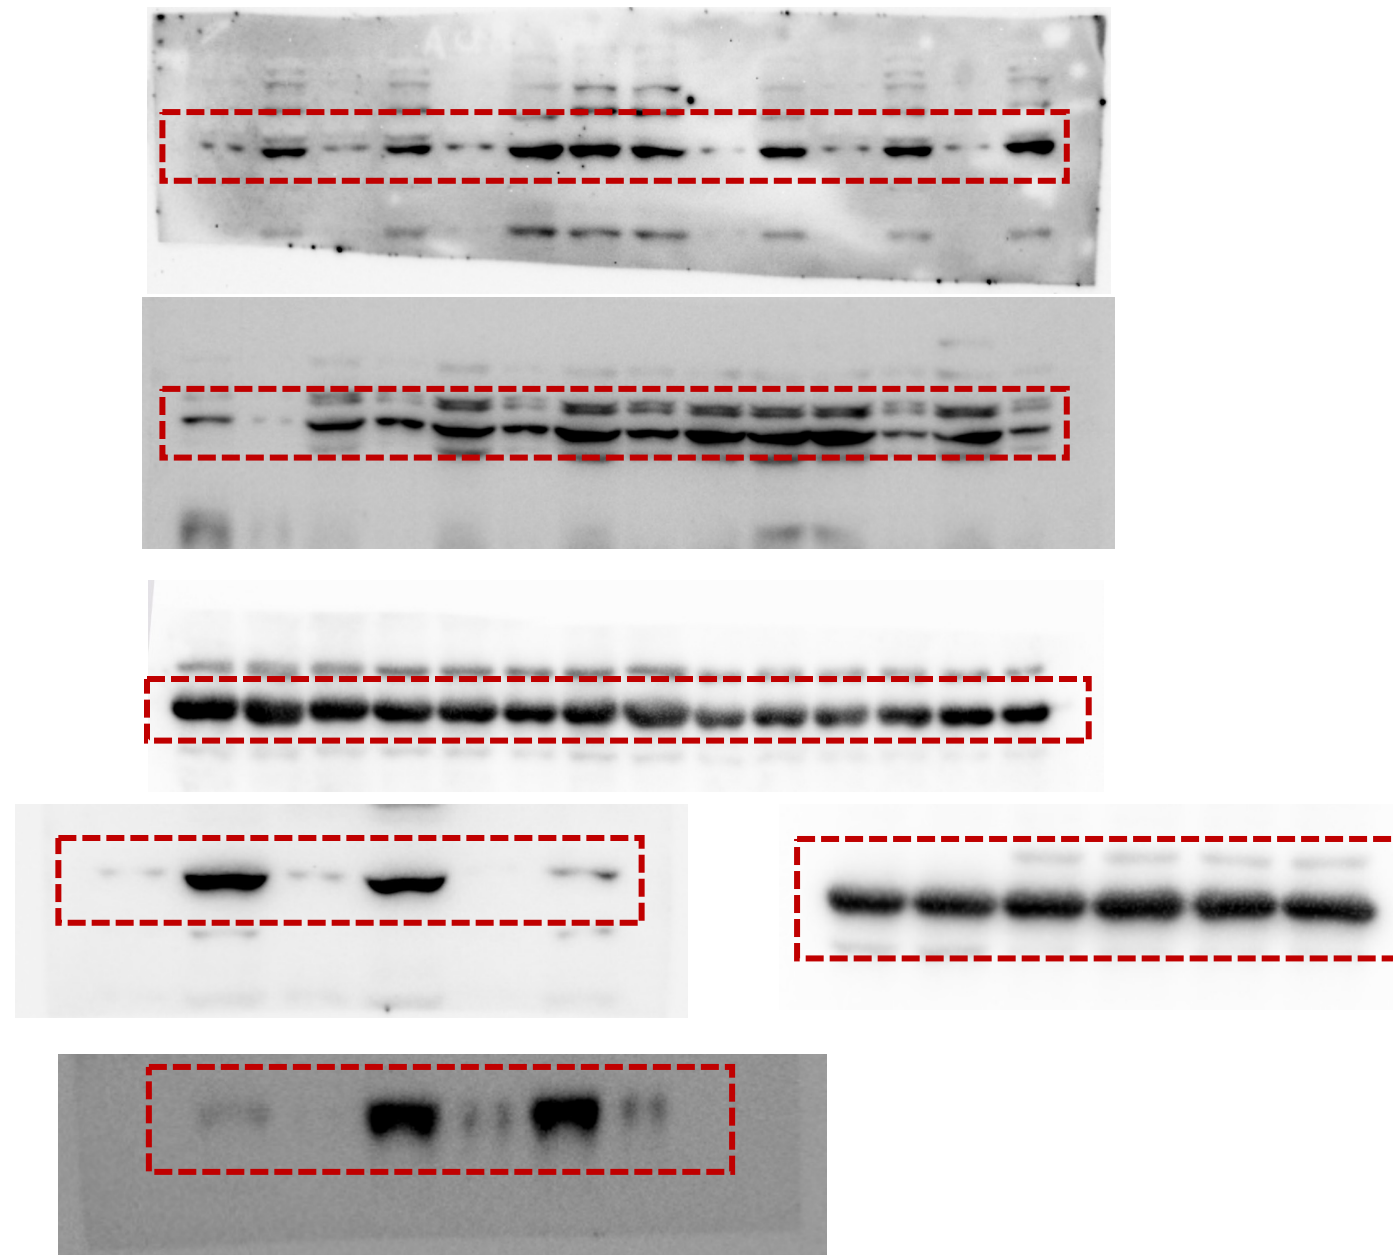

**Supplement:** Supplementary file 3 — Supplemental material (WB)

How the deposited data were processed for this re-analysis (not part of the article)

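Gene expression in DLD1 cells with scramble shRNA (2 samples) or shBAF53A (2 samples) was measured on Affymetrix arrays. The authors processed the arrays with MAS5 (version not given) and deposited 1 log2 value per probe set and array. Back-transformed with base 2, the mean of the deposited values trimmed by 2% at each end was 500 on every array, so each array was scaled on its own. No detection calls come with the values. The array correlations of the log2 values of the genes kept were lowest in the 3 pairs with shBAF53A replicate 1 (0.955 with scramble replicate 1, 0.959 with shBAF53A replicate 2 and 0.972 with scramble replicate 2) and 0.973 to 0.981 in the others, and no pair of arrays held identical columns.

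Probe sets were named from the array's annotation. Of the probe sets, 41091 matched 1 gene, 1801 matched several genes, 11721 matched none and 62 were controls. Probe sets of 1 gene covered 19775 genes, and their gene identifiers matched the reference gene table for 41037 probe sets. Genes without such a probe set in the annotation used were not analysed here. No genome build is attached to the values, so no positions are given. Probe sets with a mean log2 value over the 4 arrays at or below the median of all probe sets (5.71) were left out, and each gene was represented by its brightest probe set, which left 11806 genes.

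Scramble and shBAF53A were compared in R 4.3.3 with limma 3.58.1 (linear model with condition alone, empirical Bayes with an intensity trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper's text names gene set enrichment analysis with KEGG sets and gives no threshold for calling a gene on the array. The KEGG sets were not at hand, so 35 gene lists were written from general knowledge before the data were examined and were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists. Camera with an estimated correlation, fry and Fisher's exact test were alternatives. A shift is the mean log2 fold change of a list minus that of the other genes.

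Genes named in the text are those the paper names, the genes of the DUSP family list, up to 4 genes per direction with the smallest p in each list described, and 10 genes per direction. As no gene passed the threshold, those 10 were the genes with the smallest unadjusted p among those at least 2-fold changed with both shBAF53A arrays beyond both scramble arrays.

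The scripts were tested on simulated data with 2 arrays against 2 and 11806 genes. At an adjusted p under 0.05 limma recovered 6 of 50 genes changed by 1 on the log2 scale, 36 of 50 changed by 2, 41 of 50 changed by 3 and 47 of 50 changed by 4, with 7 unchanged genes called. Camera recovered the 1 list moved by 0.5 and called 0 of 34 unmoved lists. In the real arrays a split by replicate number, which mixes the conditions, gave 4 lists past the threshold. The 0 of 34 is therefore not a rate of false calls for these arrays.

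Alternatives tried were no filter and a filter at the 67th percentile, quantile normalization, centring of each array on its median, the mean of a gene's probe sets, removal of probe sets ending in _x_at or _s_at, no intensity trend, the replicate number as a block, each array left out in turn, other thresholds, and the methods' t-test. Crossed pairs of replicates as a block, the 3' to 5' signal of the ACTB and GAPDH control probe sets as a covariate, an offset of 16 on the back-transformed values, a fold rule with no filter and no test, and counts per pathway at an unadjusted p from limma were added after the data were seen. The figures were drawn with Python 3.11.15 and matplotlib 3.10.9.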

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

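The tests of 3' bias, of cell cycle lists and of genes varying together were chosen after the results were seen. Each of the 4 gene lists below lay above the other genes in shBAF53A by limma's camera at the preset correlation. The paper's text describes no array result for these lists. Its Introduction does mention YAP and TAZ, ERK signaling is its main subject, and Fig. 2A shows the lupus pathway. With an estimated correlation none of the 35 lists passed (smallest adjusted p = 0.789). For the histone genes that correlation was -0.041, below the preset 0.01, so their loss is not evidence of genes varying together.

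Replication-dependent histone genes had a shift of 0.6935 over the other genes, the largest of the 4 lists, with 15 of 19 genes above 0. Against 3' bias of the RNA as the whole cause, the shift was 0.7019 with the 3' to 5' score as a covariate (standard error between arrays 0.05 on 1 residual degree of freedom, camera adjusted p = 2.5e-08). Probe sets shared between paralogs stay open: of the 6 genes at an unadjusted p under 0.05, 4 were measured by probe sets ending in _x_at or _s_at, and without such probe sets the median of the 10 genes left was 0.2248, against 0.77 with them. A change in cell cycle phase stays open too, because G1/S genes had a shift of 0.02355 (38 genes, adjusted p = 0.775, turning to -0.039 after quantile normalization) and G2/M genes one of 0.027 (38 genes, adjusted p = 0.949, turning to -0.050), and a p above the threshold does not show that the phases were alike. The histone genes may thus be higher in shBAF53A, but an effect of BAF53A knockdown, shared probe sets and a change in cell cycle phase cannot be told apart for this list.

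ERK-induced genes had a shift of 0.2095, with 19 of 26 genes above 0. With the 3' to 5' score as a covariate the shift was 0.2215 (camera adjusted p = 0.0067), but its standard error between arrays was 0.14 on 1 residual degree of freedom, so 3' bias of the RNA is not excluded. Nor are genes of the list that vary together between arrays: its shift was 0.129 when the arrays were split by replicate number, a split that mixes the conditions and gave 4 lists past the threshold, and -0.03 between crossed pairs of arrays, which gave 0 lists, and 2 such splits are too few to decide. The paper reports less ERK1/2 phosphorylation after BAF53A depletion, the opposite direction to this shift. Messenger RNA of target genes does not measure ERK phosphorylation, and no biological explanation of the higher values was tested.

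YAP and TAZ target genes had a shift of 0.2823 (19 of 23 genes above 0), and genes of the unfolded protein and ATF4 response one of 0.2648 (22 of 30 genes above 0).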

How the results depend on the processing

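The tests with crossed pairs as a block, with the 3' to 5' score as a covariate, with the offset of 16 on back-transformed values and with no filter and no test were chosen after seeing the data. With 2 arrays in each group and no detection calls, genes of low signal cannot be separated from background, and log2 changes near 1 are mostly missed at an adjusted p under 0.05 (6 of 50 recovered in the simulation). The count of 0 genes at an adjusted p under 0.05 from limma (648 at an unadjusted p under 0.05) was also 0 with no filter, the stricter filter, quantile normalization, the offset, the mean of a gene's probe sets, removal of _x_at and _s_at probe sets, no intensity trend, a 2-fold minimum beside the adjusted p, and the methods' t-test after Benjamini-Hochberg. It became 8 higher and 1 lower with array median centring, where limma's total degrees of freedom were 51.38, against 6.72 with the values as deposited. It became 191 higher and 240 lower with the 3' to 5' score as a covariate, which leaves 1 residual degree of freedom. Looser rules gave more genes by construction: 367 higher and 330 lower by the methods' t-test at an unadjusted p under 0.05, 71 higher and 70 lower at an unadjusted p under 0.05 and at least 2-fold, 109 higher and 115 lower with both shBAF53A arrays beyond both scramble arrays and at least 2-fold, and 878 higher and 1098 lower by that last rule with no filter. Leaving out each array in turn gave 0 to 301 genes higher and 0 to 969 lower: 138 higher and 131 lower without shBAF53A replicate 1, 301 higher and 969 lower without shBAF53A replicate 2, and 0 without either scramble replicate. A lone array is then assumed to vary like the other group, and limma pooled the spread over all genes when a shBAF53A array was left out (11810 total degrees of freedom, against 6.72 with all arrays).

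The ACTL6A log2 fold change kept its sign in every setting. Its adjusted p went under the threshold with array median centring (-1.70, adjusted p = 0.035), with the 3' to 5' score (-1.57, adjusted p = 9.8e-05) and without either shBAF53A replicate, and its values ranged from -2.17 to -1.43 with 1 array left out. Its adjusted p over all settings ran from 8.9e-20 to 0.9998. Removal of _x_at and _s_at probe sets gave no value for ACTL6A, since its only probe set ends in _s_at. DUSP5 has 1 probe set too, so no other probe set of either gene could be tried. DUSP5 ranged from 0.59 to 0.80 with 1 array left out and passed without shBAF53A replicate 2 (0.73, adjusted p = 0.0123) and with the 3' to 5' score (0.66, adjusted p = 0.0218), its adjusted p over all settings running from 0.0123 to 1. The cause was not tested.

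Array numbers were also used as a block. Same-numbered arrays deviated from their group means in opposite directions (r = -0.46 across genes), and nothing in the labels says that a number marks a shared day. With the replicate block 1 gene was higher and 1 was lower, ACTL6A being the lower one (-1.80, adjusted p = 0.0467). The total degrees of freedom of limma were then 27.72. In this setting 373 genes had an unadjusted p under 0.05, and 5 lists passed camera in place of 4. The crossed pairing gave 5 genes higher and 1 lower, and 1474 at an unadjusted p under 0.05. ACTL6A (-1.80) was the gene lower.

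The MAPK signaling list did not pass in any setting (adjusted p from 0.328 to 1). Its shift turned to -0.0033 with the 3' to 5' score and ran from -0.020 to 0.055 with 1 array left out. The 4 lists past camera became 0 without _x_at and _s_at probe sets, 0 with an estimated correlation, 0 with fry and 1 with Fisher's exact test, the histone genes. Other settings added lists to the 4. These were the DUSP family and CDK inhibitor genes with the mean of a gene's probe sets, and CDK inhibitor genes with the replicate block. The 3' to 5' score added CDK inhibitor and NF-kB genes. With each array left out in turn 3 to 4 lists passed, but not always the same ones. Without scramble replicate 1 the ERK-induced list dropped out. Without shBAF53A replicate 1 CDK inhibitor and NF-kB genes stood in place of the YAP and TAZ and the ATF4 lists, and without shBAF53A replicate 2 epithelial junction genes, lower (shift -0.36, adjusted p = 0.0019), in place of the ERK-induced list. With array median centring CDK inhibitor genes replaced the ERK-induced list among those passing. The shifts of these 2 lists (0.57 and 0.21) were the same as without centring. The correlation across genes of the 2 knockdown comparisons (-0.21) was -0.084 with no filter and 0.247 with crossed pairs. The cause was not tested.

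Values of single genes moved by over 1.5 times in several settings. LHFPL6 was 0.64, IP6K2 -0.32, MKNK2 0.27 and DUSP4 0.64 without _x_at and _s_at probe sets. With the mean of probe sets ITGA9 was -0.24, IP6K2 -0.66, EPOR -0.33, IL1RAP 0.98, NT5E 0.36, VEGFA 0.32, DUSP4 0.45 and GAPDH -0.13. DUSP4 was 0.40 with quantile normalization and GAPDH -0.095 with centring. With 1 array left out, TGFB2 ran from 0.43 to 1.01, EPOR from -1.46 to -0.61, TP73 from -1.02 to -0.40, DUSP8 from -0.58 to -0.14, DUSP4 from 0.16 to 0.37, MKI67 from 0.25 to 0.69 and GAPDH from -0.28 to -0.12. Of genes that changed sign, SMARCA4 turned to 0.011 with centring and 0.0025 with the score, and ran from -0.28 to 0.088 with 1 array left out. MKI67 turned to -0.029 and DUSP1 to -0.071 with the mean of their probe sets, DUSP8 to 0.275 likewise, and ATF3 to -0.378 without _x_at and _s_at probe sets. DUSP2 turned to 0.140 with quantile normalization, 0.068 with centring and 0.246 with the score. With 1 array left out, DUSP1 ran from -0.16 to 0.34, DUSP2 from -0.64 to 0.57, DUSP16 from -0.010 to 0.487, DUSP3 from -0.54 to 0.071, IER2 from -0.74 to 0.19, CCND1 from -1.37 to 0.40 and MAPK3 from -0.69 to 0.17. Of list shifts that did not pass, the lupus genes outside the histone list turned to 0.023 with the stricter filter. Neuroactive ligand-receptor interaction turned to 0.044 and calcium signaling to 0.0073 with quantile normalization. Influenza A turned to -0.011 and neurotrophin signaling to -0.0031 with the mean of probe sets. G1/S genes turned to -0.039 and G2/M genes to -0.050 with quantile normalization, and G2/M genes to -0.0050 without _x_at and _s_at probe sets. With the score, neuroactive ligand-receptor interaction turned to 0.047, G1/S genes to -0.0028 and G2/M genes to -0.023. With 1 array left out, shifts ran from -0.11 to 0.086 for neuroactive ligand-receptor interaction, -0.0086 to 0.049 for pathways in cancer, -0.052 to 0.084 for focal adhesion, -0.034 to 0.024 for calcium signaling, -0.0051 to 0.054 for neurotrophin signaling, -0.062 to 0.615 for NF-kB genes, -0.36 to 0.039 for epithelial junction genes, -0.051 to 0.098 for G1/S genes and -0.057 to 0.111 for G2/M genes. The cause was not tested.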

Differences from the paper's values

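The rule with no filter and no test, the count at an unadjusted p from limma, the crossed pairs as a block, the offset of 16 and the 3' to 5' score as a covariate were chosen after seeing the values, and the other alternatives were set before the data were examined. The paper's text states no threshold for its array genes, so its counts and those given here are not at a common threshold. A difference is called closed here where one value is at most 1.5 times the other. The lists used here are not its KEGG sets.

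Fig. 2A shows the paper's number of genes per pathway. Read by eye it is about 18 for systemic lupus erythematosus, about 16 for MAPK signaling, about 16 for neuroactive ligand-receptor interaction, about 16 for pathways in cancer, about 15 for cytokine-cytokine receptor interaction, about 14 for focal adhesion, about 14 for calcium signaling, about 12 for influenza A, about 12 for neurotrophin signaling and about 9 for insulin signaling. In each of these lists 0 genes passed an adjusted p under 0.05 from limma, and 648 of 11806 genes had an unadjusted p under 0.05. For MAPK signaling the gap closed without shBAF53A replicate 2 (24 genes) and with the methods' t-test at an unadjusted p under 0.05 (14 genes). Without shBAF53A replicate 2 it also closed for cytokine-cytokine receptor interaction (14 genes), influenza A (10 genes) and neurotrophin signaling (18 genes). For the other pathways it closed under none of the alternatives set before the data were examined. At an unadjusted p under 0.05 from limma, a rule chosen after seeing the values, it closed for MAPK signaling (14 genes), pathways in cancer (16), cytokine-cytokine receptor interaction (10) and insulin signaling (9). With the 3' to 5' score as a covariate, also chosen after seeing the values, it closed at an adjusted p under 0.05 for MAPK signaling (11 genes), pathways in cancer (12), neurotrophin signaling (8) and insulin signaling (6). With no filter and no test, a rule chosen after seeing the values, both shBAF53A arrays lay beyond both scramble arrays and at least 2-fold apart for 17 genes of MAPK signaling, 10 histone genes and 9 other genes of the lupus set, 18 of neuroactive ligand-receptor interaction, 17 of calcium signaling, 12 of focal adhesion, 11 of pathways in cancer and 7 of insulin signaling, values within 1.5 times the paper's, and for 23 of cytokine-cytokine receptor interaction, 6 of neurotrophin signaling and 2 of influenza A. The paper's text does not name the genes behind Fig. 2A, so how many of them these rules drop was not counted.

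The paper's RT-qPCR ratio of BAF53A in DLD1 cells with shBAF53A-a is about 0.5 in Fig. 2E, read by eye, and the array ratio of ACTL6A was 0.287 (SD 0.105). For shBAF53A-c the paper's ratio is about 0.4 in Fig. 2E, read by eye, within 1.5 times the array ratio, but not within it without scramble replicate 2 (0.228) or without shBAF53A replicate 2 (0.223). The difference from shBAF53A-a closed without scramble replicate 1 (0.362) and without shBAF53A replicate 1 (0.371), under no other alternative set before the data were examined, and, in a setting chosen after seeing the values, with the 3' to 5' score as a covariate (0.337). For DUSP5, Fig. 2E shows the paper's ratios of about 3.2 with shBAF53A-a and about 4.1 with shBAF53A-c, read by eye, and the array ratio was 1.62 (SD 0.062), with an upper 95% bound of 2.19. No alternative closed this difference, the ratios ranging from 1.51 to 1.74. The hairpin names of the figure and of the array labels are not matched to each other. The paper does not state whether RT-qPCR was run on the RNA of the arrays. The direction was higher in both measures, and DUSP5 passed the test without shBAF53A replicate 2 (adjusted p = 0.0123 from limma) and, in a setting chosen after seeing the values, with the 3' to 5' score as a covariate (0.0218).

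The paper's Discussion names MAPK as the top pathway downstream of BAF53A, while its Results place MAPK signaling among the leading KEGG pathways. Here the MAPK list ranked 15 of 35 by its camera p, a test of a shift in one direction. Its rank ran from 13 to 33 in the alternatives set before the data were examined that tested all 35 lists by that p. It was 8 of 33 with the stricter filter and 14 of 34 without _x_at and _s_at probe sets. Fig. 2A shows numbers of genes, so the 2 rankings are not on a common measure. By number, 8.64% of the MAPK genes had an unadjusted p under 0.05 from limma, against 5.49% of all genes. A test of changes in either direction, by fry, gave the list an unadjusted p of 0.093. ACTL6A was lower on both shBAF53A arrays and passed the test with array median centring (adjusted p = 0.035 from limma), with the replicate block (0.0467) and without either shBAF53A replicate, and, in settings chosen after seeing the values, with crossed pairs as a block (0.0485) and with the score (9.8e-05).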

Other observations

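The tests on the crossed pairs of arrays were chosen after the result was seen, except that of the authors' scaling, and so were the count of dim genes and the settings with the 3' to 5' score as a covariate. Among the genes highest in shBAF53A by their p and at least 2-fold apart, besides the histone genes H2AC6 and H2BC5, were CRTAM, an immunoglobulin-family receptor (log2 fold change 1.42), the integrin gene ITGB8 (1.37), ASNS (1.10), BTC, an EGF receptor ligand (1.54), the tetraspanin gene TSPAN3 (1.18), IL6R (1.52), LHFPL6 (1.89) and KRCC1 (1.38). The lowest were ACTL6A itself, the long non-coding RNA AFAP1-AS1 (-1.40), SULT1C2, a sulfotransferase (-1.45), SNX12, a sorting nexin (-1.13), IP6K2, an inositol phosphate kinase (-1.0), NME3 (-1.38), ATP6V0E2 (-1.03), ZNF827 (-1.24), HNMT, which inactivates histamine (-1.15), and ITGA9 (-1.05). None of these 20 genes passed the test, and the smallest adjusted p from limma over all genes was 0.528.

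Among 27 measured subunits of the SWI/SNF complexes, ACTL6A alone had an unadjusted p under 0.05 and alone passed adjusted over the list alone, and the list did not pass camera (shift -0.20, and -0.32 to -0.091 with 1 array left out, adjusted p = 0.382). SMARCA4, which encodes BRG1, had a log2 fold change of -0.09, turning to 0.01 with array median centring. The proliferation marker MKI67 had 0.47, and -0.03 with the mean of its probe sets. MAPK3, which encodes ERK1, had -0.26, TP73 had -0.70 and GAPDH -0.20. CDK inhibitor and senescence genes had a shift of 0.57 (9 measured, adjusted p = 0.102, and 0.789 with an estimated correlation), which ran from 0.22 to 0.91 with 1 array left out. They passed with array median centring, which left the shift at 0.57 (adjusted p = 0.0039). They also passed with the mean of probe sets (0.0159), with the replicate block (0.0192) and with the 3' to 5' score as a covariate (0.0055), and without shBAF53A replicate 1 (shift 0.91). NF-kB and inflammatory genes had a shift of 0.28 (18 measured, adjusted p = 0.272, and 0.805 with an estimated correlation), with LCN2, lipocalin 2, at 1.51, the 1 gene of that list to pass adjusted over the list alone. That list passed without shBAF53A replicate 1 (8.1e-06) and with the score (0.0044), and its shift was -0.06 without shBAF53A replicate 2. Epithelial junction genes had a shift of -0.16 (19 measured, adjusted p = 0.545, and 0.805 with an estimated correlation), which ran from -0.36 to 0.039 with 1 array left out and passed without shBAF53A replicate 2 (0.0019). In all, 31 of 35 lists did not pass.

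With no filter, both shBAF53A arrays lay beyond both scramble arrays and at least 2-fold apart for 1976 of 19775 genes (9.99%), and 1752 of these (88.7%) had a mean signal at or below the median of all probe sets. Of the genes so counted in the Fig. 2A pathways, 13 of 17 of MAPK signaling, 18 of 18 of neuroactive ligand-receptor interaction and 16 of 17 of calcium signaling were that dim. So were 19 of 23 of cytokine-cytokine receptor interaction, 10 of 12 of focal adhesion, 8 of 9 other lupus genes and 2 of 2 of influenza A. The share was lower for pathways in cancer (7 of 11), neurotrophin signaling (4 of 6), histone genes (5 of 10) and insulin signaling (3 of 7). With the filter, 224 of 11806 genes (1.90%) remained by that rule. Both shBAF53A arrays lay beyond both scramble arrays for 35.3% of the genes kept, against 33.3% by chance.

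More genes differed between crossed pairs of arrays, scramble replicate 1 with shBAF53A replicate 2 against scramble replicate 2 with shBAF53A replicate 1, than between scramble and shBAF53A: 1440 against 648 genes at an unadjusted p under 0.05 and 0 against 0 at an adjusted p under 0.05 from limma, with 36 for replicate 1 against replicate 2. These 3 splits are too few for a share under 0.05, and the split with the highest count points to a structure of the samples in which shBAF53A replicate 1 stood apart, at 48.4 on the first principal component (60.7% of the variance) against 2.5 for scramble replicate 2, -28.0 for scramble replicate 1 and -22.8 for shBAF53A replicate 2. Against a distribution left uneven by the authors' scaling, the crossed split still gave 1.613 times as many genes as the real one after quantile normalization. Against a mislabelled sample, the lowest scramble array lay 1.099 above the highest shBAF53A array in ACTL6A log2 signal, more than the largest difference within a group (0.74). Different 3' bias of the RNA or its labelling is a candidate explanation. In both ACTB and GAPDH, both arrays of one crossed pair had a higher 3' minus 5' signal than both of the other. The smallest gap was 0.3477. The 3' to 5' score was 2.91 on shBAF53A replicate 1 and 1.31 on scramble replicate 2, the arrays highest on the first component. It was 0.50 on scramble replicate 1 and 0.31 on shBAF53A replicate 2, the arrays lowest on it.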
